# Cocoa polyphenols and fiber modify colonic gene expression in rats

**DOI:** 10.1007/s00394-016-1230-0

**Published:** 2016-06-02

**Authors:** Malen Massot-Cladera, Àngels Franch, Margarida Castell, Francisco J. Pérez-Cano

**Keywords:** Cocoa, Colonic gene expression, Dietary fiber, Immune function, Lipid metabolism

## Abstract

**Purpose:**

Cocoa intake has been associated with health benefits, improving cardiovascular function and metabolism, as well as modulating intestinal immune function. The aim of this study was to take an in-depth look into the mechanisms affected by the cocoa intake by evaluating the colonic gene expression after nutritional intervention, and to ascertain the role of the fiber of cocoa in these effects.

**Methods:**

To achieve this, Wistar rats were fed for 3 weeks with either a reference diet, a diet containing 10 % cocoa (C10), a diet based on cocoa fiber (CF) or a diet containing inulin (I). At the end of the study, colon was excised to obtain the RNA to evaluate the differential gene expression by microarray. Results were validated by RT-PCR.

**Results:**

The C10 group was the group with most changes in colonic gene expression, most of them down-regulated but a few in common with the CF diet. The C10 diet significantly up-regulated the expression of *Scgb1a1* and *Scnn1* *g* and down-regulated *Tac4*, *Mcpt2*, *Fcer1a* and *Fabp1* by twofold, most of them related to lipid metabolism and immune function. The CF and I diets down-regulated the expression of *Serpina10* and *Apoa4* by twofold. Similar patterns of expression were found by PCR.

**Conclusion:**

Most of the effects attributed to cocoa consumption on genes related to the immune system (B cell and mast cell functionality) and lipid metabolism in the colon tissue were due not only to its fiber content, but also to the possible contribution of polyphenols and other compounds.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s00394-016-1230-0) contains supplementary material, which is available to authorized users.

## Introduction

The increasing interest in finding food-based strategies with health-improving effects has turned cocoa, the fruit of the cocoa tree (*Theobroma cacao* L.), into one of the subject matters of study. The health benefits provided by cocoa consumption in the prevention of diseases and physiological disorders have been described. Thus, cocoa consumption has long been demonstrated to improve cardiovascular status, decreasing blood pressure and reducing platelet aggregation [1, 2]. In addition, cocoa intake has been shown to increase HDL cholesterol, to protect against LDL oxidation and to improve hyperlipidemia, insulin sensitivity and hyperglycemia [3, 4], and there is emerging evidence of the beneficial role of chocolate in reducing body weight/body fat [5, 6]. In addition, studies concerning the cocoa protector effect against carcinogenesis [7], neurodegenerative diseases and cognitive function [8] have also been published.

Preclinical studies have demonstrated that cocoa exerts immune modulation in both systemic and intestinal compartments [9]. In this context, immunoglobulin production is modulated after cocoa intake and, in consequence, cocoa has been tested as a possible adjuvant treatment in allergic reactions [10]. In addition, the intake of cocoa affects the intestinal compartment by modulating the microbiota, as assessed in vivo and clinical studies [11] and also the Toll-like receptor (TLR) expression, key molecules involved in the recognition of microorganisms and inductors of inflammatory response [12] both in the inductive and effectors intestinal immune tissues, where antigens are sampled lymphocytes are activated and where the effector cells contribute to the formation of S-IgA antibodies, respectively [13–15].

Whatever the cocoa effect, most of these beneficial actions of cocoa have been attributed to its high content of polyphenols, mainly flavonoids such as (−)-epicatechin, (+)-catechin and their polymeric forms called procyanidins [16]. Thus, flavonoids have been related to cocoa-induced cardiovascular effects [1, 2], protection against carcinogenesis [7], and cognitive function [8]. Nevertheless, it must be added that cocoa, besides being a strong source of flavonoids, also has a high content of dietary fiber (26–40 %, mostly insoluble fiber) which could strengthen or be in part responsible for the effects described above. In general, dietary fiber appears to be particularly beneficial against various Western diseases, including metabolic syndrome [17] and, in particular, cocoa fiber, can prevent obesity by reducing body weight and improving glucose levels as well as controlling the blood lipid profile and lipid peroxidation in animals and human interventions [18].

One of the several possible mechanisms involved in the body weight control might be through the cocoa fiber’s capacity to increase fat elimination in feces [19, 20] by binding bile acids and dietary fats, and interfering with lipid absorption in the small intestine [21, 22]. In addition, the effects of cocoa fiber assisting in the control of arterial blood pressure in hypercholesterolemic subjects have been reviewed [20]. Protection against disorders related to the gastrointestinal tract (i.e., constipation, irritable bowel syndrome) or colorectal and other types of cancer has also been attributed to cocoa fiber fermentation by the colonic microbiota which leads to the formation of short chain fatty acids (SCFA) [23].

Taking the above evidences together, the influence of cocoa consumption on the systemic and intestinal compartments is clear. These effects can be attributed to both its polyphenols and fiber content which can reach the colon, but also to their microbial metabolites produced after cocoa consumption. Therefore, we hypothesize that important events after cocoa intake are produced in the colon environment, where bioactive compounds of cocoa would interfere then in the gene expression of colon cells. The objective of the present work was to study in-depth the mechanisms involved in the beneficial effects of cocoa, mainly focused on immune system and lipid metabolism modulation, by evaluating changes in colonic gene expression after a preclinical nutritional intervention, and to ascertain whether cocoa fiber is responsible for these effects. For this purpose, the technique chosen is microarray analysis due to the fact that it is a powerful tool that allows global analysis of the expression of thousands of genes to be performed in a single assay [24].

## Materials and methods

### Animals and diets

Female Wistar rats (3 weeks old) were obtained from Janvier (Saint-Berthevin, France) and housed in cages under conditions of controlled temperature and humidity in a 12:12 light–dark cycle. The rats were randomly distributed into four dietary groups (*n* = 10/each). The reference group (REF) was fed with a standard diet AIN-93 M (Harlan, Barcelona, Spain); the cocoa group (C10) was fed with a diet containing 0.4 % of polyphenols, 0.85 % of soluble fiber and 2.55 % of insoluble fiber provided by 10 % cocoa; the cocoa fiber group (CF) received a diet with the same cocoa soluble and insoluble fiber proportion as the C10 group but with a very low amount of polyphenols (<0.02 %); and a fourth group (I) received the same amount of soluble fiber as the C10 group (0.85 %) but in the form of inulin in order to distinguish the particular effect of cocoa fiber (Table 1). Natural Forastero cocoa and cocoa fiber powders [Idilia Foods SL (formerly Nutrexpa SL), Barcelona, Spain] with 4.02 and 0.35 % of polyphenols, respectively, were used to elaborate the C10 and CF diets. Inulin from chicory roots (Fibruline^®^ Instant; InnovaFood 2005, S.L, Barcelona, Spain) was used as a reference soluble fiber. The three experimental diets were elaborated from AIN-93 M formula by subtracting the amount of carbohydrates, proteins, lipids and insoluble fibers provided by the corresponding cocoa or cocoa fiber extracts. The resulting chows were isoenergetic and had the same proportion of macronutrients (carbohydrates, proteins and lipids) and insoluble fiber as the reference diet (Table 1).

**Table 1:** Composition of nutrients and polyphenols provided by the three experimental diets (g/kg diet)

Components	REF (g/kg) AIN-93 M	C10 (g/kg)	CF (g/kg)	I (g/kg)
Casein	121.5	97.1	109.7	118.7
L-Cystine	1.8	1.4	1.4	1.6
Corn starch	418.1	423.7	437.2	426.4
Maltodextrin	148.5	118.7	120.4	131.5
Sucrose	102.6	108.7	110.9	110.9
Soybean oil	38.2	26.2	33.5	38.9
Cellulose	50	24.5	26.5	50.0
Minerals	35.3	27.7	27.9	31.3
Vitamins	9.1	7.2	7.2	8.1
Choline bitartrate	2.5	2.0	2.0	2.2
*tert*-Butylhydroquinone	0.008	0.006	0.006	0.006
Water	72.4	63	71.1	72
Cocoa powder	–	100	–	–
Protein	–	22	–	–
Carbohydrate	–	16	–	–
Lipid	–	11	–	–
Fiber (insoluble/soluble)	–	34 (25.5/8.5)	–	–
Minerals	–	6	–	–
Total polyphenols^1^	–	4	–	–
Water	–	7	–	–
Cocoa fiber powder	–	–	52.3	–
Protein	–	–	8	–
Carbohydrate	–	–	0.5	–
Lipid	–	–	4.8	–
Fiber (insoluble/soluble)	–	–	31.9 (23.4/8.5)	–
Minerals	–	–	7	–
Total polyphenols^1^	–	–	0.2	–
Water	–	–	–	–
Inulin powder	–	–	–	8.5
Protein	–	–	–	–
Carbohydrate	–	–	–	–
Lipid	–	–	–	–
Fiber (insoluble/soluble)	–	–	–	8.5 (−/8.5)
Minerals	–	–	–	–
Total polyphenols^1^	–	–	–	–
Water	–	–	–	–

^1^Total polyphenol compounds were quantified by Folin–Ciocalteu method

Animals were given free access to water and chow. The diets lasted for 3 weeks. Studies were performed according to the criteria outlined by the Guide for the Care and Use of Laboratory Animals. Experimental procedures were reviewed and approved by the Ethical Committee for Animal Experimentation of the University of Barcelona (ref. 358/12).

### Sample collection and preparation

At the end of the 3-week nutritional intervention, the rats were anesthetized intramuscularly with ketamine (90 mg/kg) (Merial Laboratorios, S.A., Barcelona, Spain) and xylazine (10 mg/kg) (Bayer A.G, Leverkusen, Germany). A 5-mm piece of the middle of the colon was collected from all animals in aseptic conditions in RNAlater^®^ and kept at 4 °C overnight before storing at −20 °C for further gene expression analysis by microarray.

### RNA extraction

For RNA isolation, tissue samples were transferred into lysing matrix tubes (MP Biomedicals, Illkirch, France) containing an appropriate buffer and were homogenized in a FastPrep^®^ instrument (MP Biomedicals) for 30 s. Lysates were centrifuged for 3 min at 12,000 *g* to eliminate excess tissue debris. The RNA was isolated by the RNeasy Mini Kit (Qiagen, Madrid, Spain) following the manufacturer’s recommendations and then quantified with a NanoDrop spectrophotometer and NanoDrop IVD-1000 v.3.1.2 software (NanoDrop Technologies, Wilmington, DE, USA). The Agilent 2100 Bioanalyzer with the RNA 6000 LabChip kit (Agilent Technologies, Madrid, Spain) was used to provide an RNA integrity number for each sample. All samples used for further experiments showed an RNA integrity number (RIN) ≥ 9 and purity between 1.885 and 2.042 using the A_260_/A_280_ ratio.

### Microarray procedure

The study of the differential expression profiling was carried out with a SurePrint-G3 Rat GE 8 × 60 K microarray kit (ID 028279, Agilent Technologies, Madrid, Spain), following a *loop* experimental design in which a pairwise comparison was done. Quadruplicate samples for each experimental condition were employed, and dye swaps (Cy3 and Cy5) were performed to the RNA amplified from each sample. RNA quality was assessed using a TapeStation (Agilent Technologies). RNA concentration and dye incorporation were measured using a UV–Vis spectrophotometer (Nanodrop 1000, Agilent Technologies, Wilmington, DE, USA). Labeling and hybridization to microarray were conducted following the manufacturer’s two-color protocol (*Two*-*Color Microarray*-*Based Gene Expression Analysis v. 6.5, Agilent Technologies*), using *LowInput QuickAmp Labeling Kit* and *Agilent Microarray Hybridization Chamber Kit* for labeling and hybridization, respectively. Microarray chips were then washed and immediately scanned using a DNA Microarray Scanner (Model G2505C, Agilent Technologies) by the Genetic Diagnostic Bioarray facilities (Bioarray, Alicante, Spain).

### Microarray data analysis

Data extraction was performed with Agilent Feature Extraction Software v.10.7 (Agilent Technologies). Bioinformatic analysis was performed with Bioconductor software under R environment, using the following packages: *limma* (v.3.16.1) for background correction and normalization, *Marray* and *pcaMethods* for quality control plots, *RankProd* for differential expression and finally *GOstats* (v.2.26.0.) and *GSEABase* for gene ontology functional analysis. Latest gene annotations available were used. Raw feature intensities were background-corrected using *normexp* background correction algorithm. Within-array normalization was done using spatial and intensity-dependent *loess*. *Aquantile* normalization was used to normalize between arrays. The expression of each gene is reported as the base 2 logarithm of ratio of the value obtained of each condition relative to control condition (REF group). A gene is considered differentially expressed if it displays a PFP (percentage of false prediction, equivalent of false discovery rate, FDR) less than 0.05 by rank product nonparametric method (RankProd). Venn diagrams in GX allowed finding differently expressed genes that followed the same pattern (e.g., up-regulated or down-regulated) in common among the experimental conditions. Finally, up- and down-regulated genes were analyzed in terms of gene ontology by using a hypergeometric analysis (GOStats). The output of this analysis was then filtered using two different criteria. On the one hand, data were filtered by fold expression, generating lists of differentially expressed genes by at least twofold, whereas on the other hand, data were filtered taking into account the statistical significance of the enrichment analysis for the over and under represented GO terms belonging to the biological process (BP), cellular component (CC) and molecular function (MF) domains. The microarray data have been lodged in the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) as accession number: GSE7095.

### Gene function analysis

Gene ontology annotation of broad terms belonging to the BP domain was performed using ClueGO v2.2.4 and Clupedia v1.2.4, a Cytoscape plugins [25, 26]. Briefly, gene symbols from both up- and down-regulated genes (Tables 2, 3, respectively) were uploaded and analyzed with the following default parameters: enrichment (right-sided hypergeometric test) correction method using Bonferroni step down analysis mode and showing only the pathways with pV ≤ 0.05; “Function” load a gene cluster list for *Rattus norvegicus*; view style setting set to “Cluster”; evidenced codes set to “All”; networking specificity set to “medium” (GO levels 3–8); advanced term/pathway selection option set to 3 for the minimum genes and 4 % of genes for both clusters; and Kappa score threshold set to 0.3. A network was constructed for each pairwise comparison (C10 *vs* REF; CF *vs* REF and I *vs* REF; 3 networks in total). These networks provide a global view of potentially relevant, interacting partners of genes with abundant changes.

**Table 2:** List of up-regulated genes differentially expressed by ≥twofold with a *P* < 0.05 obtained after the 10 % cocoa diet intake (C10 group) compared to the REF group (*n* = 4/group)

Symbol	C10 *vs* REF	CF *vs* REF	I *vs* REF
	*log*2 FC	*log*2 FC	*log*2 FC
*Scgb1a1*	3.948	1.716	1.139
*Scnn1g*	3.119	1.133	0.573
*Fxyd4*	2.583	2.089	0.718
*Slc15a1*	2.332	1.388	0.475
*Gbp1*	2.207	1.662	0.432
*Cyp2f4*	2.185	1.436	0.367
*Dpysl4*	2.069	1.387	***0.242***
*Fmo2*	2.040	1.007	0.426
*Pdyn*	1.873	***0.194***	***0.175***
*Mt2A*	1.656	0.644	−0.147
*RGD1561239*	1.597	1.787	0.742
*Sftpd*	1.583	0.163	0.351
*Mme*	1.580	0.636	0.353
*Hoxd13*	1.575	0.615	0.100
*Chst5*	1.533	0.591	0.082
*Atp12a*	1.457	1.630	0.500
*Thbs4*	1.450	0.908	0.302
*Hoxd10*	1.403	0.668	***0.164***
*Trpv1*	1.390	0.749	***0.058***
*Hoxb13*	1.358	0.786	0.101
*Spink3*	1.338	1.162	0.463
*LOC687303*	1.327	0.734	0.755
*Abat*	1.319	1.272	0.477
*Angptl4*	1.316	0.914	0.670
*Aox4*	1.311	***0.054***	***0.320***
*B3gnt7*	1.265	0.403	0.019
*Pcsk9*	1.253	0.048	0.063
*RGD1560608*	1.225	0.759	0.709
*Guca2b*	1.211	0.811	***0.287***
*Padi3*	1.190	0.832	0.462
*Scnn1b*	1.181	0.499	***0.057***
*LOC287167*	1.178	0.607	0.296
*RGD1308274*	1.142	***0.073***	0.321
*Smc1b*	1.133	0.968	***0.031***
*Pde7a*	1.129	0.708	0.405
*LOC100363350*	1.126	0.621	0.446
*Gsta2*	1.111	0.537	***0.157***
*Slc20a1*	1.110	0.624	***0.056***
*RGD1310110*	1.097	0.410	***0.231***
*LOC689064*	1.095	1.024	0.501
*Rnase1*	1.094	1.063	1.218
*Dnase1*	1.088	1.087	***0.124***
*siat7D*	1.058	0.363	***0.096***
*Serpinc1*	1.053	0.873	0.469
*LOC494499*	1.029	0.576	***0.276***
*Fbxl13*	1.028	1.009	***0.067***
*Alox15*	1.028	0.387	***0.191***
*Creg1*	1.021	0.406	**−** ***0.008***
*Rnase1l2*	1.010	0.857	**1.012**
*Alas2*	1.007	0.997	0.452

This includes the gene symbol for all the up-regulated genes. Values are expressed as a *log*2 of fold change and shown when ≥1. Values for the two other experimental diets are also included, although independently of their fold change and/or their significance. Values in bold and cursive represent the non-statistically significant changes

**Table 3:** List of down-regulated genes differentially expressed by ≥twofold with a *P* < 0.05 obtained after the 10 % cocoa diet intake (C10 group) compared to the REF group (*n* = 4/group)

Symbol	C10 *vs* REF	CF *vs* REF	I *vs* REF	Symbol	C10 *vs* REF	CF *vs* REF	I *vs* REF
	*log*2 FC	*log*2 FC	*log*2 FC		*log*2 FC	*log*2 FC	*log*2 FC
*Syce2*	−1.000	−1.117	***0.028***	*Olfm4*	−1.291	−0.826	***0.002***
*Chga*	−1.011	−0.328	−0.133	*Mt3*	−1.298	−0.631	−0.372
*Smpx*	−1.016	−0.349	−0.381	*Casq2*	−1.298	−0.643	**−** ***0.218***
*Myl2*	−1.019	−0.940	−0.823	*Hsd3b5*	−1.302	−0.648	−0.340
*Ptgis*	−1.026	−0.370	**−** ***0.173***	*Gsta5*	−1.308	−0.560	**−** ***0.158***
*Cfd*	−1.037	**−** ***0.087***	0.009	*Pln*	−1.309	−0.384	−0.349
*Msln*	−1.041	0.382	0.377	*Nox1*	−1.313	−0.256	0.207
*LOC360228*	−1.041	0.559	0.231	*Me1*	−1.324	−0.443	**−** ***0.264***
*Kcnj5*	−1.043	−1.062	−0.766	*Casc4*	−1.334	−0.688	−0.715
*Car3*	−1.045	0.278	−0.263	*LOC682360*	−1.335	−0.459	−0.314
*Slpil2*	−1.050	***0.102***	0.425	*Sln*	−1.360	−0.649	−0.410
*Ca2*	−1.055	−0.551	−0.087	*RGD1563231*	−1.370	−0.170	−0.580
*Rgs2*	−1.059	−0.856	−0.760	*Slpi*	−1.378	***0.188***	0.552
*Mfsd2a*	−1.059	−0.455	**−** ***0.262***	*RGD1562127*	−1.382	−0.687	−0.360
*Tnfrsf12a*	−1.059	−0.600	−1.353	*Sgcg*	−1.386	−0.884	−0.543
*Car8*	−1.060	−0.525	−0.339	*LOC685106*	−1.390	0.215	−0.613
*Mybpc2*	−1.064	−0.459	**−** ***0.353***	*Hdc*	−1.393	**−** ***0.281***	**−** ***0.076***
*Gcnt3*	−1.071	−0.549	−0.183	*Retnlb*	−1.420	1.223	1.939
*Mrap*	−1.072	−0.045	−0.363	*RGD1565374*	−1.430	−0.901	−0.378
*Tmprss9*	−1.077	−1.024	−0.582	*Apobec2*	−1.436	−0.613	**−** ***0.243***
*Gldn*	−1.085	−0.522	**−** ***0.161***	*Sypl2*	−1.457	−0.801	−0.867
*Hsd3b6*	−1.086	−0.518	−0.228	*Fcer1a*	−1.497	**−** ***0.248***	**−** ***0.283***
*Casq1*	−1.086	−0.436	**−** ***0.282***	*Hsd17b6*	−1.503	−0.988	−0.325
*RGD1560314*	−1.089	−0.959	**−** ***0.119***	*RGD1565970*	−1.509	−0.198	0.413
*RGD1309651*	−1.094	−0.426	**−** ***0.103***	*Tph1*	−1.518	−0.642	−0.305
*Ly49i2*	−1.102	−0.604	−1.177	*Cfb*	−1.551	0.167	0.560
*LOC363060*	−1.108	−0.829	−0.616	*Slfn3*	−1.558	***0.166***	0.249
*LOC688635*	−1.113	−0.189	**−** ***0.038***	*Retnlg*	−1.560	**−** ***0.018***	0.509
*Kif1c*	−1.125	−0.943	−0.701	*LOC679045*	−1.562	−0.216	−0.234
*LOC687842*	−1.126	−0.830	−0.489	*Cma1*	−1.583	**−** ***0.288***	0.256
*Scx*	−1.131	−0.368	−0.413	*Cpa3*	−1.609	−0.258	**−** ***0.115***
*Slc13a1*	−1.134	−0.585	−0.301	*Retnla*	−1.627	0.878	1.162
*Ccr10*	−1.137	***0.036***	0.419	*Cyp4f1*	−1.634	−0.582	0.169
*Mzb1*	−1.140	0.064	0.772	*Npc1l1*	−1.662	−1.294	−0.707
*Ms4a2*	−1.144	**−** ***0.127***	***0.012***	*Tff1*	−1.663	−0.786	−0.310
*Rup2*	−1.145	−1.201	−0.220	*Atf3*	−1.681	−1.015	−1.715
*Rrad*	−1.150	−0.320	**−** ***0.193***	*Fabp1*	−1.682	−0.780	−0.074
*Fbln7*	−1.156	−0.540	−0.398	*Tnfrsf17*	−1.690	**−** ***0.139***	0.572
*Bpifb6*	−1.156	−0.825	−0.560	*Spink4*	−1.714	−2.376	−1.237
*Cd55*	−1.162	−0.438	−0.237	*LOC100360169*	−1.718	0.232	1.101
*F2*	−1.165	−0.640	−0.315	*Ros1*	−1.733	−1.914	−1.672
*Fabp4*	−1.170	−0.233	−0.334	*Thrsp*	−1.747	−0.067	−0.380
*Myom2*	−1.171	−0.772	−0.257	*RatNP* − *3b*	−1.761	−2.005	−0.576
*RGD1305928*	−1.180	−0.851	−0.388	*RGD1564563*	−1.793	−0.383	**−** ***0.092***
*Slc18a1*	−1.184	−0.791	−0.599	*Mcpt8*	−1.824	−0.324	0.315
*Rgs1*	−1.184	−0.675	−0.604	*Mcpt8l3*	−1.824	−0.462	***0.151***
*Dapl1*	−1.196	−0.753	−0.375	*Adipoq*	−1.826	0.053	−0.265
*Tmem22*	−1.199	−0.583	−0.419	*Mcpt9*	−1.834	−0.384	***0.240***
*Ccl12*	−1.212	0.206	0.243	*Mcpt4*	−1.952	0.233	0.296
*Siglec1*	−1.213	***0.130***	***0.102***	*Mcpt1*	−1.966	**−** ***0.014***	0.285
*Fcgr3a*	−1.230	**−** ***0.225***	***0.136***	*Mcpt10*	−1.985	−0.523	***0.192***
*LOC686141*	−1.230	−0.200	0.140	*LOC100359793*	−1.987	−0.141	1.137
*LOC683753*	−1.232	−0.795	**−** ***0.121***	*Scd1*	−1.998	0.138	−0.400
*Bhlha15*	−1.233	−0.496	−0.067	*Mcpt8l2*	−2.003	−0.532	***0.196***
*LOC688507*	−1.238	−0.184	0.110	*Pga5*	−2.086	−1.394	−0.775
*H19*	−1.242	**−** ***0.227***	−0.317	*Gkn2*	−2.099	−1.000	−1.584
*Cxcl11*	−1.260	−0.859	−0.267	*Mcpt1l4*	−2.170	−0.112	0.239
*Rgs4*	−1.262	−0.570	−0.720	*RGD1562035*	−2.179	−0.248	***0.176***
*Ces2c*	−1.269	−0.944	−0.445	*Pzp*	−2.223	−1.221	−1.117
*Fut9*	−1.270	−0.997	−0.334	*Fcrls*	−2.342	−0.529	0.208
*Srpk3*	−1.272	**−** ***0.242***	**−** ***0.042***	*Bpifb2*	−2.508	−1.532	−1.300
*RGD1560949*	−1.273	−1.471	−1.135	*Mcpt2*	−2.545	−0.290	***0.255***
*Npw*	−1.276	−0.777	−0.406	*Tac4*	−2.766	−1.731	−1.279
*Rbp4*	−1.283	**−** ***0.026***	−0.205				

This includes the gene symbol for all the down-regulated genes. Values are expressed as a *log*2 of fold change and shown when ≤−1. Values for the two others experimental diets are also included, although independently of their fold change and/or their significance. Values in bold and cursive represent the non-statistically significant changes

### Validation of gene expression by real-time PCR

Two micrograms of total RNA was converted to cDNA. Specific PCR TaqMan^®^ primers and probes (Applied Biosystems, AB, Weiterstadt, Germany) were used to measure selected targets: *Scgb1a1* (Rn00564903_m1, inventoried (I)), *Scnn1* *g* (Rn00566891_m1, I), *Fabp1* (Rn00664587_m1, I), *Serpina10* (Rn00592428_m1, I), *Mcpt2* (Rn00756479_g1, I), *Fcer1a* (Rn00562369_m1, I), *Apoa4* (Rn00562482_m1, I) and *Tac4* (Rn00597278_m1, I). Quantitative real-time PCR assays were performed in duplicate for each sample using an ABI PRISM 7900HT Sequence Detection System (AB). Quantification of the genes being studied was normalized to the housekeeping genes *Gusb* (Rn00566655_m1, I). The SDS v2.4 software (AB) was used to analyze the expression data. Results are expressed as the fold change of the amount of target mRNA relative to the endogenous control expression calculated using the standard 2^−∆∆Ct^ method for the three experimental groups relative to values from the REF group, which represents a onefold change in gene expression.

### Statistics

Statistical analysis of PCR results was performed using the software package SPSS 22.0 (SPSS, Inc.). Levene’s and Kolmogorov–Smirnov tests were applied to assess variance equality and normal distribution, respectively. Nonparametric tests were performed when normal distribution and equality of variance did not exist. Specifically, Kruskal–Wallis and Mann–Whitney *U* tests were used in order to assess significance for independent samples. Significant differences were established at *P* < 0.05.

## Results

### Body weight and chow intake

Body weight and chow intake were monitored throughout the study. The initial body weight was similar among the groups (44.4 ± 0.7 g) increasing during the study up to 154.8 g in the REF group. In animals fed 10 % cocoa diet, body weight increase was lower than that in the other groups, the difference already being significant at day 7, and, at the end, the body weight was ~35 g less than that in the rest of the groups (*P* < 0.05). This effect, also observed in previous studies [13, 14, 27], was not related to a lower chow intake since this was similar in all the experimental groups (data not shown) throughout the study as well as in reported studies [13, 14, 27]. No changes in body weight were found due to the CF or I diets.

### Colon gene expression profiles and commonly modulated genes

Three weeks of diet containing either 10 % cocoa, the equivalent amount of cocoa fiber or the equivalent amount of inulin as soluble fiber, produced changes in the gene expression of colon. 

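The array data cover the colon of 16 rats, 4 from each of the REF, C10, CF and I groups, out of the 10 rats that received each diet for 3 weeks. Each of 8 Agilent arrays took the RNA of 2 rats, 1 labelled with Cy5 and the other with Cy3, and each diet had 2 rats in either dye. C10 rats shared an array with REF rats (arrays 1 and 2) or CF rats (arrays 3 and 4), and I rats with CF rats (arrays 5 and 6) or REF rats (arrays 7 and 8), so that C10 and I lay on different sets of arrays. The sample labels give every rat 1 array and 1 dye, and each rat was counted once; the methods section describes dye swaps for the RNA of each sample. The authors deposited the scanner output, which holds the median intensity and the local background of each of 62976 spots per array in each dye. These intensities were background-corrected and normalized with limma by the steps that the methods section names, and the spots of a probe were averaged. In this way, 22539 probes were well above background in at least 4 of the 16 rats and gave 19901 genes, each read from its brightest probe. Diet effects came from a linear model of the normalized log2 signals with diet and dye as terms and with the pair of rats on an array treated as correlated. A gene was called when its p-value adjusted over all genes was below 0.05 and its change was at least 2-fold. Changes are given as log2 fold changes against REF with their standard error (SE), unless another pair of diets is named, and group values as mean ± SD of 4 rats. Exact permutation tests of 4 rats against 4 were two-sided, and the smallest p that they can give is 0.0286.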

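Against REF, limma called 39 genes in the C10 group, 3 up and 36 down, and 3412 genes (17.1 % of those tested) had an unadjusted p below 0.05. At any fold change, 187 genes passed the adjusted threshold, 66 up and 121 down. A model of the log-ratios within arrays called 0 genes, with 2634 at an unadjusted p below 0.05. It rests on 8 log-ratios in place of 16 signals, and its power was not measured. Its 0 therefore does not by itself show that the calls are false. Rank product, the method named by the study, called 136 (38 up and 98 down), 33 of the 39 among them. At any fold change, a setting chosen after the values were seen, it called 94 up and 200 down. Leaving out 1 rat gave from 17 genes (without REF rat 4) to 93 (without REF rat 3). All 4 C10 rats lay on one side of all 4 REF rats for 913 genes, 510 up and 403 down; this is 4.59 % of the genes, and chance alone gives 2.86 %. The genes called up were Mme, by 1.41 (SE 0.28, adjusted p 0.0339), the transcript XM_001080040, by 1.12 (SE 0.20, adjusted p 0.0208), and Angptl4. Each of these calls was lost when single rats were left out, with adjusted p up to 0.179 for Mme and 0.125 for XM_001080040. Among the genes called down and lower in all 4 C10 rats than in all 4 REF rats, the largest falls were those of Mcpt1 and of the transcripts ENSRNOT00000038253 (-2.25, SE 0.31, adjusted p 0.00529) and ENSRNOT00000028012 (-2.10, SE 0.30, adjusted p 0.0057), which stayed called with any 1 rat left out but not in the log-ratio model.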

The C10 group produced more changes than the CF and I groups, with most of these changes being down-regulated and only a few of them in common with the CF diet. Likewise, very few similarities were detected between the CF and I diets, the I group being the one with the fewest changes.

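With limma, 0 genes were called in CF and 0 in I against REF, and the smallest adjusted p was 0.666 and 0.514, respectively. Unadjusted p-values below 0.05 were found for 1265 genes (6.36 %) in CF and 1132 (5.69 %) in I. A change of at least 2-fold, at any p, was seen in 45 genes in CF (25 up and 20 down) and in 36 genes in I (21 up and 15 down), compared with 166 genes in C10. Rank product called 49 genes in CF (24 up and 25 down) and 30 in I (16 up and 14 down), and at any fold change, chosen after the values were seen, 46 up and 84 down in CF and 27 up and 43 down in I. In 100 simulations in which these diets had no effect, it called a mean of 70.1 and 51.4 genes at 2-fold or more, respectively. All 4 rats lay on one side of all 4 REF rats for 376 genes (1.89 %) in CF and 413 (2.08 %) in I, where chance alone gives 2.86 %. When CF and I were compared directly, limma called 0 genes, with 563 (2.83 %) at an unadjusted p below 0.05, 21 genes at least 2-fold apart and a smallest adjusted p of 1. Rank product was not run on this pair.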

To show the number of genes affected in common, a Venn diagram representation was drawn comparing separately the list of significantly up- and down-modified genes (*P* < 0.05) obtained for the three experimental diet groups of animals compared to the REF group (Fig. 1). 

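limma called 0 genes in both C10 and CF against REF, since it called 0 in CF. Rank product gave 32 genes in the same direction in both groups, 17 up and 15 down, and at any fold change, chosen after the values were seen, 30 up and 56 down. Both groups were compared with the same 4 REF rats, so some overlap arises from REF alone: in 100 simulations that kept the C10 effect and gave CF and I none, the mean overlap was 21.9 genes, and 23 of the 100 reached the observed number (at least 2-fold). These simulations called more genes in C10 than the data, a mean of 240 compared with 136, so their overlap with C10 may be too high. Across all genes tested, which are not independent replicates, the log2 fold changes of C10 and CF were correlated with r = 0.57. The simulated mean was 0.53 without any diet effect (as high in 46 of 100) and 0.27 when the C10 effect was kept (as high in 5 of 100). The effect kept was the C10 change estimated here, which includes the chance spread of these rats. In the simulations CF does not share that spread, so 0.27 may be too low. The 5 of 100 therefore does not decide whether C10 and CF share an effect.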

The C10 and CF groups shared a total of 79 modulated genes, 31 of which were up-regulated and 48 down-regulated. The CF and I groups were found to have a total of 28 modulated genes in common, of which 8 were up-regulated and 20 down-regulated. 

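For CF and I, limma left 0 shared genes, and rank product gave 13 (at any fold change, chosen after the values were seen, 37), with a simulated mean of 21.3 for the 13 (as many in 37 of 100 simulations). Of the 13, 5 were up, of which only Ccl19 has a symbol, and 8 were down, among them Serpina10 and Rec114. Ccl19 and Rec114, which the study does not name here, were chosen after their values were seen. Across genes, the log2 fold changes of the fiber diets were correlated with r = 0.70, where the shared REF rats alone gave a mean of 0.53 (as high in 27 of 100).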

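The overlap of C10 and I was 0 genes with limma and 10 with rank product, compared with a mean of 14.6 in the simulations (as many in 45 of 100), which called more genes in C10 than the data. At any fold change, chosen after the values were seen, rank product gave 24. The correlation of their log2 fold changes across genes was 0.35. Simulations gave a mean of 0.39 without a diet effect (as high in 62 of 100) and 0.22 with the C10 effect kept (as high in 31 of 100). The 0.22 may be too low, for the reason given for C10 and CF. C10 and I rats shared no array. The 2 genes at least 2-fold up were Ccl19 and a transcript without a symbol, and the 8 at least 2-fold down included Tnfrsf12a.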

Finally, a total of 18 modulated genes—3 up-regulated and 15 down-regulated—were shared between the C10 and I groups. The expression of 14 genes was found to have been modified in common by the three experimental diets (3 up- and 11 down-regulated).

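Rank product called 8 genes in the same direction in all 3 diets, where simulations with an effect in C10 only gave a mean of 7.09 (as many in 22 of 100), although they called more genes in C10 than the data; limma called 0, and rank product at any fold change, chosen after the values were seen, 20. Of the 8, those with a symbol were Ccl19 (up) and Tac4, Atf3, Ros1 and Bpifb2 (down), of which Ccl19 and Bpifb2 were chosen after their values were seen.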

**Fig. 1:**
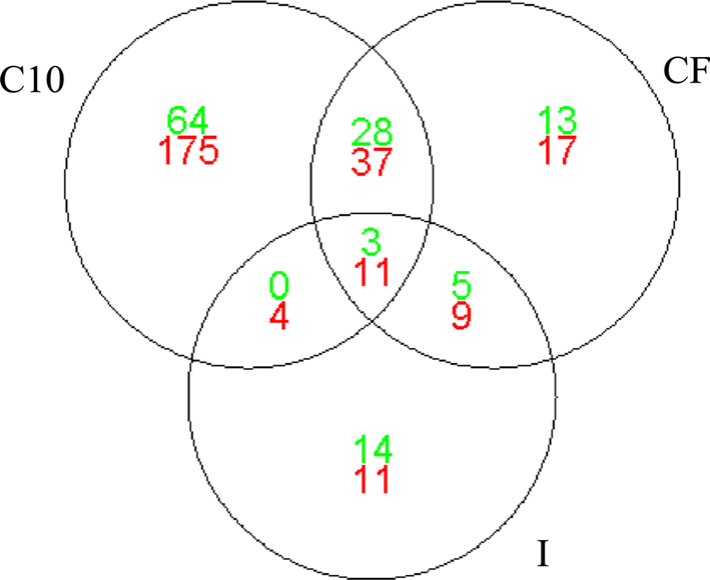
Differentially expressed genes among all three experimental groups versus REF group are visualized by means of a Venn diagram (*n* = 4/group). The *diagram* shows the number of genes that belongs to each of the individual lists, the genes in common between each pair of lists and the genes in common among all three lists (in the center of the representation) for each type of regulation (*Green* up-regulation and *Red* down-regulation) compared to the REF group

Focusing on the uncommon modulated genes (Fig. 1), the cocoa-fed animals showed the highest modulation for both up- and down-regulations (64 and 175, respectively), whereas both the cocoa fiber and inulin diets modulated a similar number of different genes, with the number of up- and down-regulated genes also being similar.

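All 39 genes that limma called in C10 were specific to this group in the sense of the diagram, as 0 were called in CF or I. Rank product gave 102 genes in C10 alone (21 up and 81 down), 12 in CF alone and 15 in I alone; at any fold change, chosen after the values were seen, it gave 64 up and 140 down in C10 alone. A call in one group and not in another does not show that the groups differ, and the diets were therefore also compared with each other. In C10 against CF, limma called 20 genes, all down (2676 at an unadjusted p below 0.05), with 17 of them lower in all 4 C10 rats than in all 4 CF rats. In C10 against I, it called 33 genes, all down (2421 at an unadjusted p below 0.05), with 32 of them separated in this way. The number called against CF ranged from 0 without CF rat 2 to 38 without C10 rat 1, and that against I from 15 without I rat 4 to 60 without C10 rat 1. With the position on the slide (arrays 1 to 4 or 5 to 8) added as a term, a setting chosen after seeing the data, 18 and 13 genes were called, respectively; the log-ratio model called 0 in both comparisons. Across all genes, the separated shares were 3.51 % against CF and 5.84 % against I, and chance alone gives 2.86 %. Among the 20 genes called against CF, the largest falls were those of Mcpt1, -2.59 (SE 0.32, adjusted p 0.00743), and ENSRNOT00000038253, -2.27 (SE 0.31, adjusted p 0.0129).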

### Gene ontology (GO) annotation

We have considered the most significant GO terms belonging to the biological process (BP), cellular component (CC) and molecular function (MF) domains for up- and down-regulated genes. Criteria include both the *P* value together with the counts and the expected counts for each GO term in the C10 and the CF groups in comparison with the REF group (Tables S2 and S3, supplementary material). When those GO terms were also commonly enriched by the I diet, the number of the *P* value together with the counts and the expected counts were also included.

A functional classification, according to the BP with the most significant (*P* < 0.05) terms, was determined for each pairwise comparison (C10 *vs* REF; CF *vs* REF; and I *vs* REF) together for both up- and down-regulated genes as detailed in material and method section (Fig. 2). The first one shows the overrepresented GO terms by the C10 diet compared to the REF one (Fig. 2a). It revealed 8 functional subgroups which mainly contain down-regulated genes. Among these subgroups, cellular cation homeostasis had the highest number of associated genes followed by digestive system process. All genes related to the regulation of blood pressure terms belonged to cluster 1 (down-regulated genes). The second comparison was between rats fed with the CF diet and those fed with the REF diet (Fig. 2b). When animals were fed the CF, only one functional subgroup (digestive system process) was obtained which only contains down-regulated genes. Similarly, a unique functional category (regulation of digestive system process) containing down-regulated genes appeared when the overrepresented in the up- and down-regulated genes by I diet were compared to the reference group (Fig. 2c).

**Fig. 2:**
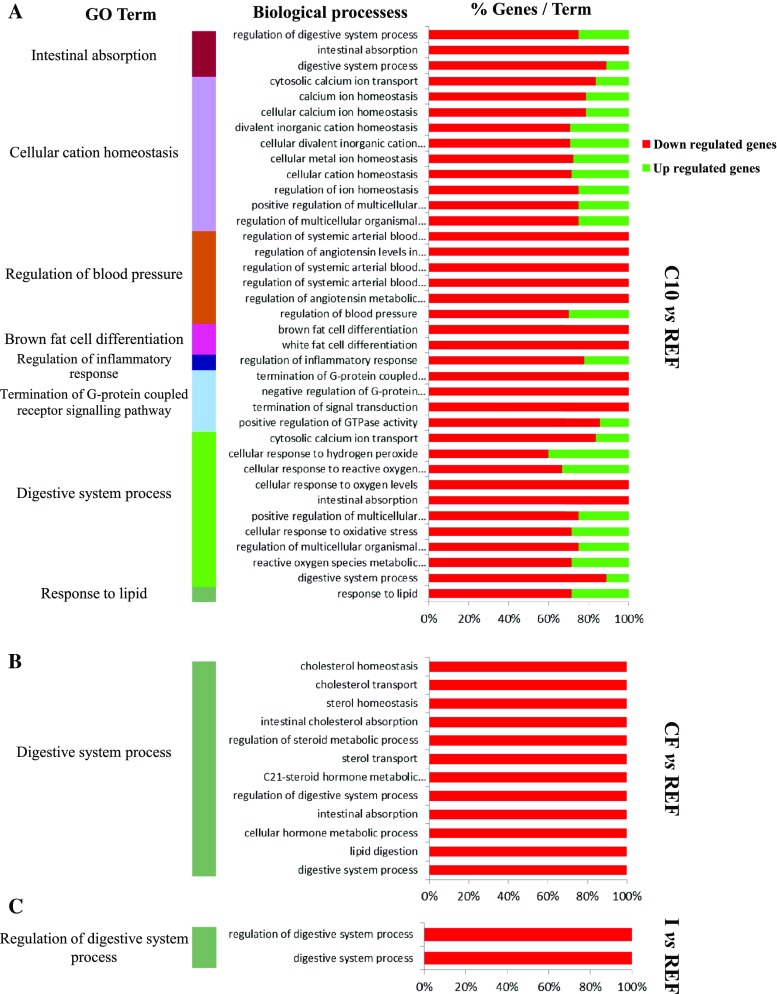
Common BP belonging to the most significantly overrepresented GO terms for the analyzed clusters. In *red* are shown the percentages of Cluster 1 (down-regulated) genes associated with the most significant (*P* < 0.05) overrepresented biological process GO terms and in *green* the percentages of Cluster 2 (up-regulated) genes associated with these most significant overrepresented biological process GO terms

### Analysis of biological processes

For each one of the comparison discussed above, ClueGO and CluePedia were used to create networks employing all the interactions found between them including the overrepresented BP GO terms in both up- and down-regulated genes (Fig. 3). The network obtained after comparing the C10 and the REF groups was the one with the highest complexity due to the interactions among the different BP. All these interactions were among overrepresented categories in down-regulated genes (Fig. 3a). The digestive system process had the most significant enrichment, followed by the cellular cation homeostasis term. Moreover, the digestive system process closely related to the intestinal absorption term.

**Fig. 3:**
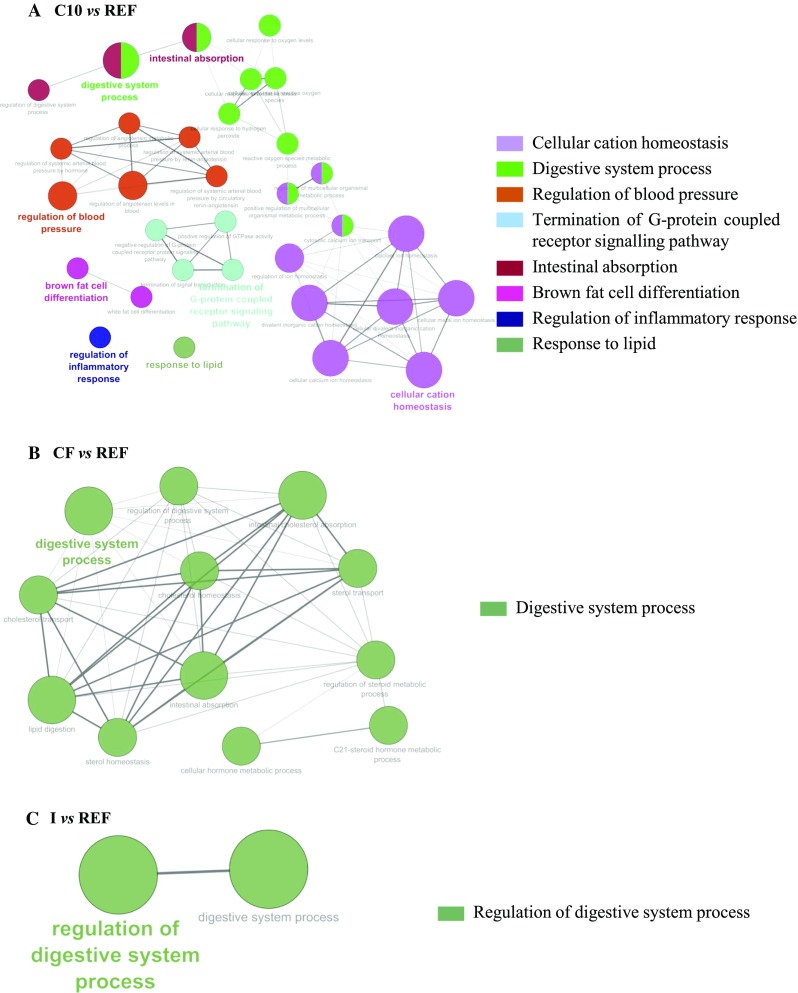
Biological processes network according to ClueGO (only overrepresented categories in down-regulated genes are found). Overrepresented BP GO terms are represented as nodes, and the nodes size represents the term enrichment significance by the Bonferroni step down method, linked by their Kappa score level (≥0.30). *Edges* represent connections between the nodes and the length of each edge reflects the relatedness of two processes. Only the labels of the most significant terms (*P* < 0.05) are shown

When the CF and REF groups were compared (Fig. 3b), the obtained network revealed that the digestive system process category was the only significant GO biological process obtained. From the considered dataset, all biological processes belonging to this category presented similar significant enrichment. All the obtained interactions were among overrepresented categories in down-regulated genes.

The simplest network was obtained after comparing I and REF groups. It showed that the regulation of digestive system process was the only significant overrepresented category obtained in down-regulated genes.

No significant overrepresented GO terms for up-regulated genes were observed in any comparisons.

### Impact of cocoa diet on gene expression

An extensive number of genes were both up- and down-regulated after the C10 and CF diets (Table S1, supplementary material). However, given that the main aim of the present study was to elucidate the mechanism by means of which cocoa intake modulates the immune response and the lipid metabolism, the “Results” and “Discussion” sections of the present work are mainly focused in those modulated genes belonging to these two pathways.

The ≥twofold up- and down-regulated genes expression after cocoa diet intake (C10 group) compared to the REF group is shown in Tables 2 and 3, respectively. Likewise, the fold change expression of the same genes by the CF and I diets is included. 

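Of the 177 genes in these tables, 140 were matched to a probe by accession and 138 were tested. A name in each table leads to the same current gene, Gsta5, which rose in C10 by 0.78 and is counted with Table 2 only, although Table 3 lists it as lower. In C10, all 40 tested genes of Table 2 were higher and the other 97 genes of Table 3 lower than in REF, with median log2 fold changes of 1.00 and -1.07. A change of at least 2-fold was seen in 18 and 58 of them, and 2 and 21 were called. Adjusted over the list alone, 23 and 86 genes passed, which is not independent evidence because the study chose the lists on these samples. The values of Table 2 rest in part on 1 animal: C10 rat 4 had the highest signal of all 16 rats for 26 of the 40 genes, and without it the median was 0.62 and 13 genes were at least 2-fold. In CF, the medians of the same genes were 0.54 (37 of 40 higher) and -0.45 (84 of 97 lower). These medians were 0.21 and -0.33 without REF rat 1, and 0.81 and -0.54 without CF rat 1. In I, the medians were 0.17 (36 of 40 higher) and -0.18 (68 of 97 lower). Without REF rat 1, the Table 2 median in I turned to -0.13 and the Table 3 median shrank to -0.015. In these groups 0 genes were called by limma; adjusted over the list alone, 4 and 1 genes passed in CF and 0 and 2 in I. Between C10 and CF, 0 genes of Table 2 and 9 of Table 3 were called, and between C10 and I, 0 and 12. Among rats of the same diet, the mean of the other Table 2 genes rose and that of the Table 3 genes fell with increasing Hoxb13. This gene was taken as a marker of the position along the colon, which was not itself measured.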

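In C10, Scgb1a1 reached a normalized log2 signal of 9.59 ± 2.05, compared with 7.22 ± 0.69 in REF, a change of 2.33 (SE 0.70, adjusted p 0.116). All 4 C10 rats were above all 4 REF rats (exact permutation p = 0.0286), but C10 rat 4 (12.62) was far above the others (8.17 to 9.01), and without it the change was 1.59. Scnn1g showed 7.79 ± 1.92 in C10 and 6.53 ± 0.079 in REF, where 2 of 4 rats were well above background. Its change of 1.10 (SE 0.55, adjusted p 0.329) dropped to 0.35 without C10 rat 4 (10.65; others 6.64 to 7.12), and the change was smaller than the SD within C10 although the groups did not overlap (exact permutation p = 0.0286). Rank product called both genes.

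**Figure D1:**
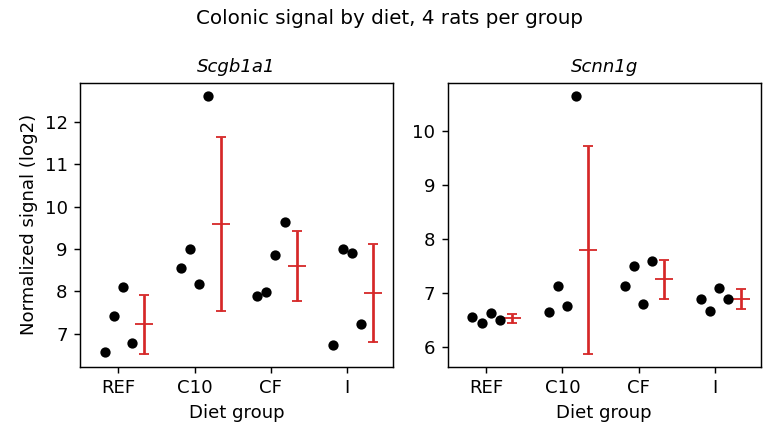
Normalized signal (log2) of Scgb1a1 and Scnn1g in each rat (black dots) by diet group, with the mean ± SD of 4 rats in red. C10 rat 4 lies at 12.62 for Scgb1a1 and 10.65 for Scnn1g, above all other rats.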

The two genes with the highest fold up-regulation after C10 diet were *Scgb1a1* and *Scnn1* *g* (3.948 and 3.119 *log* fold change, respectively) (Table 2), the first one encoding a small epithelium-derived protein related to anti-inflammation, and the second one the gamma subunit of a membrane-bound ion channel which plays an essential role in electrolyte (basically sodium transport in kidney, colon, lung and sweat glands) and blood pressure homeostasis. If we consider GO terms, the most up-regulated genes in the C10 group (*Scgb1a1, Cyp2f4, Dpysl4, Fmo2, Hoxd10, Spink3, Angptl4, Padi3, Pde7a, Creg1 and Alas2*) (Table 2) belong to the metabolic process (including total, primary and cellular processes, GO:0008152, GO:0044238 and GO:0044237, respectively, in BP domain) and the binding pathways (GO:0005488 in MF domain) terms, respectively. Moreover, the most significantly enriched up-regulated GO terms are also represented here. 

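Of these genes, limma called Angptl4 in C10. Cyp2f4 (1.51), Padi3 (1.12) and Fmo2 (1.10) rose at least 2-fold and Hoxd10 (1.00), Dpysl4 (0.99), Creg1 (0.88), Pde7a (0.85) and Alas2 (0.66) less than 2-fold, with adjusted p between 0.0721 (Creg1) and 0.363 (Fmo2). C10 rat 4 accounted for a large part of several changes, which without it were 0.84 for Cyp2f4, 0.47 for Dpysl4, 0.44 for Fmo2 and 0.55 for Hoxd10. With posterior Hox and B cell scores of each rat as covariates, a setting chosen after seeing the data, Cyp2f4 and Fmo2 changed direction (-0.15 and -0.30). Of the 6 posterior Hox genes, 3 are in Table 2, so this setting may remove a part of the C10 change itself. Rank product called Cyp2f4, Dpysl4, Fmo2 and Hoxd10 as well as Angptl4. Spink3 was not analysed here, since no probe was matched to it.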

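Among the C10 values of genes linked to inorganic substances or to heme and ion binding, Sftpd (3.04, SE 1.36, adjusted p 0.271) and Atp12a (2.27, SE 1.45, adjusted p 0.46) changed most and also varied most. Without REF rat 1, they fell to 2.07 and 0.97, and Atp12a turned to -0.32 with posterior Hox and B cell scores as covariates, chosen after seeing the data. Mt2A rose by 1.25 (adjusted p 0.158), Guca2b by 1.16 (adjusted p 0.0859) and Trpv1 by 0.86 (adjusted p 0.191). Alox15 had an adjusted p of 0.0235 but a change of 0.58 (SE 0.11), less than 2-fold. The hemoglobin genes LOC287167 and LOC689064, now Hba-a3 and Hbb-bs, rose by 0.74 (adjusted p 0.134) and 0.97 (adjusted p 0.0651). With all rats, limma called none of them except Alox15 without offset (1.20), Guca2b without normalization between arrays and Mt2A with both scores (2.02). Without REF rat 3 it called Guca2b and Hbb-bs, and without C10 rat 3 Hbb-bs, while rank product called Atp12a, Guca2b, Hbb-bs, Mt2A and Sftpd. Fxyd4 was not analysed here under its name, since no probe was matched to it. Its transcript may be among those tested under the identifier of the array file.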

Particularly, *Mt2A, Sftpd, Atp12a, Trpv1, Angptl4, Guca2b, Alox15 and Alas2* belong to the response to inorganic substance term (GO:0010035 in BP domain), whereas most of the significantly enriched up-regulated GO terms (GO:0019825, GO:0020037, GO:0046906, GO:0005506, GO:0022892) in the MF domain are represented by the *Cyp2f4*, *LOC287167*, *LOC689064*, *Alox15*, *Alas2, Scnn1* *g and Fxyd4*.

On the other hand, the most up-regulated genes after CF and I diet intake were *Fxyd4* (a protein-coding gene member of a family of small membrane proteins) and *Vom2r3* (a protein-coding gene involved in G protein-coupled receptor signaling pathway), respectively. The last gene did not undergo a twofold changed by 10 % cocoa diet (Table S1, supplementary material).

The gene with the highest down-regulation after the C10 group was *Tac4* (tachykinin 4), a member of the tachykinin family of neurotransmitter peptides involved in the immune system regulation, which decreased by 2.766 (Table 3). This gene and other genes down-regulated by 10 % cocoa diet are related to the immune system. 

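Tac4 had a normalized signal of 9.47 ± 1.19 in REF and 7.30 ± 0.46 in C10, a change of -2.36 (SE 0.55) that was not called (adjusted p 0.0577). All 4 C10 rats were below all 4 REF rats (exact permutation p = 0.0286), and the change without REF rat 4 was -1.90. In CF it was -1.74 (SE 0.60, adjusted p 0.733), with CF rat 1 (9.52) at the level of REF, and in I -0.83 (SE 0.55, adjusted p 0.931). limma called it in C10 without normalization between arrays (-2.47), and rank product called it in C10, CF and I.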

Some others are the *Fcer1a* (*log*2 FC −1.497) encoding the expression of the high-affinity receptor I for IgE Fc fragment for alpha polypeptides, and *Ms4a2* (*log*2 FC −1.144) encoding the same receptor for beta polypeptides. Both genes, together with *Tac4*, are implicated in pathways related to the mast cell-mediated immunity (GO:0002448), its activation (GO:0045576, GO:0002279, GO:0033008, GO:0033005, GO:0033006, GO:0033003) and its degranulation (GO:0043303, GO:0043304, GO:0043306) in the BP domain. 

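Both receptor chains were lower in C10 with limma at an adjusted p below the threshold, but neither change reached 2-fold unless the normexp offset was left out (-1.76 for Fcer1a and -1.40 for Ms4a2, both called) or the processed signals were used (-2.78 and -1.88, both called). Fcer1a was 7.14 ± 0.19 in REF and 6.29 ± 0.14 in C10 (-0.81, SE 0.11, adjusted p 0.00511), with 2 of the 4 C10 rats well above background, and its other probe gave -0.70. Ms4a2 was 7.24 ± 0.24 and 6.52 ± 0.10 (-0.76, SE 0.12, adjusted p 0.0116), with 3 C10 rats well above background. For Fcer1a the adjusted p stayed at or below 0.0256 whichever rat was left out, and for Ms4a2 it rose to 0.0929. The mast cell proteases Mcpt8 (12.65 ± 0.42 in REF, 10.76 ± 0.72 in C10) and Mcpt10 (9.63 ± 0.30 and 7.80 ± 0.56), both read well above background, fell further.

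**Figure D2:**
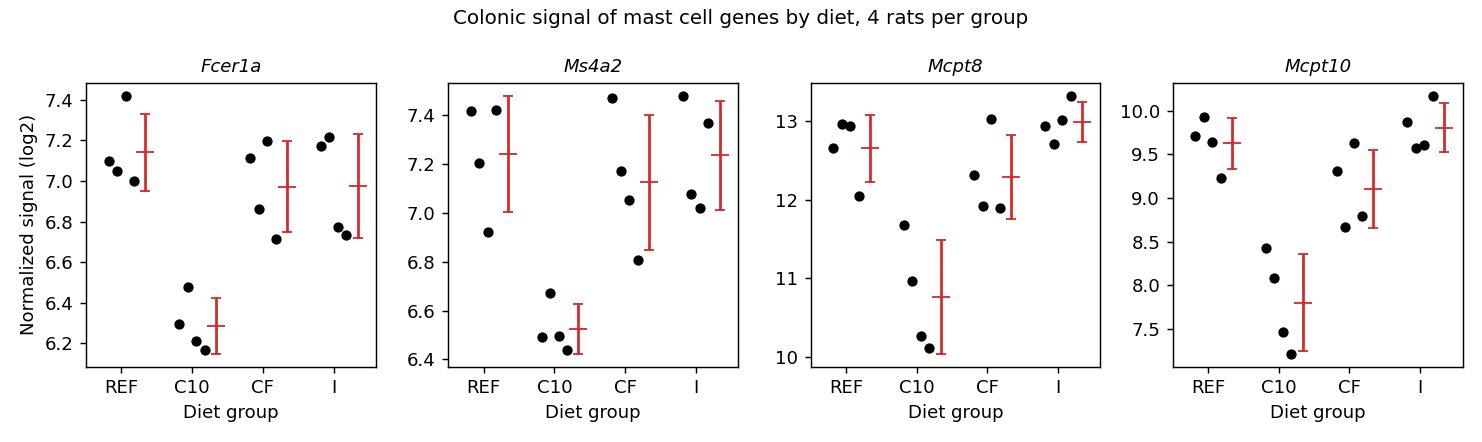
Normalized signal (log2) of Fcer1a, Ms4a2, Mcpt8 and Mcpt10 in each rat (black dots) by diet group, with the mean ± SD of 4 rats in red. The C10 rats lie lowest for each gene, at a mean of 7.80 for Mcpt10 compared with 9.63 in REF, 9.10 in CF and 9.81 in I.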

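Fcgr3a was 7.44 ± 0.16 in REF and 6.61 ± 0.22 in C10, a change of -0.85 (SE 0.12, adjusted p 0.0057; 0.0437 at most with 1 rat left out), again short of 2-fold except without offset (-1.47) and with processed signals (-1.89), where it was called. Adipoq varied widely, at 9.15 ± 1.18 in REF and 7.61 ± 1.03 in C10 (-1.71, SE 0.63, adjusted p 0.191; exact permutation p = 0.0857), although rank product called it.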

*Fcer1a* and *Ms4a2*, acting together with *Fcgr3a* (*log*2 FC −1.230), are also involved in the immunoglobulin binding pathway (GO:0019865 in the MF domain) and, together with *Adipoq* (*log*2 FC −1.826), are involved in cytokine production (GO:0001816 in the BP domain).

In addition, in C10 group a great number of down-regulated genes, such as *Adipoq*, *Fabp1*, *Fabp4*, *Fcer1a*, *Ptgis*, *Cyp4f1 and Npc1ǀ1*, affect the lipid and fatty acid metabolic process pathways (GO:0006629 and GO:0006631 in the BP domain, respectively). 

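Within this group of genes, limma called only Ptgis, at 9.07 ± 0.36 in REF and 8.15 ± 0.44 in C10 (-1.01, SE 0.18, adjusted p 0.0208); the call was lost in 4 of the 8 fits without 1 rat, without the dye term, with rank product and with quantile normalization of all signals, and the change was -0.84 without C10 rat 1. Fabp1 (-1.55, SE 0.56, adjusted p 0.183; exact permutation p = 0.143) and Cyp4f1 (-1.94, SE 1.12, adjusted p 0.409) changed by more but with a wide spread between rats. Fabp4 (-1.06, adjusted p 0.0787) and Npc1l1 (-1.08, adjusted p 0.0804) came closer to the threshold and were called without normalization between arrays. Cyp4f1 changed almost as much in CF (-1.88) and turned to 0.77 in C10 with posterior Hox and B cell scores as covariates, chosen after seeing the data. Rank product called Fabp1 and Cyp4f1 in C10.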

Many other genes down-regulated by 10 % cocoa diet are involved in the proteolysis pathway such as *Mcpt1, Mcpt2, Mcpt4, Mcpt8, Mcpt10 and Pga5* (GO:0006508 in the BP domain); response to stress such as *F2, Cd55, Nox1, Fcer1a, Tph1 and Tff1* (GO:0006950 in the BP domain); plasma membrane such as *Tmprss9, Tnfrsf12a, Casq1, Smpx and Fcgr3a*, (GO:0005886 in the CC domain); and protein binding such as *Retnlg, Fabp4, Npw, Myl2, and Bhlha15* (GO:0005515 in the MF domain).

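Among the proteases, the gene now named Mcpt1, a name that may cover the Mcpt2 of the study, went from 12.14 ± 0.35 in REF to 9.43 ± 1.01 in C10 (-2.49, SE 0.32, adjusted p 0.00382), followed by Mcpt8 (-1.71, SE 0.27, adjusted p 0.0116), Mcpt10 (-1.71, SE 0.21, adjusted p 0.00287) and Mcpt4 (-1.40, SE 0.31, adjusted p 0.0491). All were called, Mcpt4 only just: its call was lost in 6 of 8 fits without 1 rat (adjusted p up to 0.171), and also without the dye term, the spatial loess or the filter on dim probes and with a trended prior; in the log-ratio model 0 of them were called. Pga5 (-1.44, adjusted p 0.0504) was just outside the threshold, and inside it with quantile normalization of all signals or without normalization between arrays. Of the genes related to stress, Tph1 (-1.36), Tff1 (-1.31) and F2 (-1.01) fell at least 2-fold and Nox1 (-0.97) and Cd55 (-0.97) slightly less, with adjusted p from 0.0828 to 0.159; other probes gave -0.42 for Cd55 and -0.81 for Tph1. Of the membrane genes, Tnfrsf12a fell by 1.05 (adjusted p 0.0797) and Casq1 by 0.86 (adjusted p 0.0152, not 2-fold; -0.29 with its other probe). Smpx (-0.56, adjusted p 0.0542) and Myl2 (-0.54, adjusted p 0.0803) were near background in C10, with 1 and 0 rats well above it. Casq1 and Smpx were called without offset and with processed signals, Myl2 with processed signals and Tnfrsf12a without normalization between arrays. limma called Retnlg (-1.57, SE 0.26, adjusted p 0.0137), although not without 1 of the 8 rats (adjusted p 0.0512). It did not call Npw (-1.34, adjusted p 0.111) or Bhlha15 (-0.92, adjusted p 0.146). Among the genes of this paragraph, rank product called Mcpt1, Mcpt4, Mcpt8, Mcpt10, Pga5, Tph1, Tff1, Tnfrsf12a, Retnlg and Npw. Tmprss9 was not analysed here under its name, since no probe was matched to it.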

Most of these genes highly modified by the cocoa diet were not or were only slightly modified in the CF and I groups with the exception of *Ros1* (an orphan receptor tyrosine kinase that plays a role in cell differentiation) and *Tac4*, which were also modified in the CF-fed animals, and *Atf3* (activating transcription factor 3) and *Retnlb* (a cysteine-rich cytokine expressed in the colon and implicated in immunity) in the I-fed animals.

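In CF and I, 0 of these genes were called by limma. Ros1 fell by a similar size in C10 (-1.41, adjusted p 0.101), CF (-1.40, adjusted p 0.683) and I (-1.10, adjusted p 0.84). Atf3 fell from 11.69 ± 0.21 in REF to 9.93 ± 0.68 in C10 (-1.65, SE 0.35, adjusted p 0.0465, called, but lost in 6 of 8 fits without 1 rat, with adjusted p up to 0.152, and without the dye term, with processed signals or without the filter) and to 10.00 ± 0.38 in I (-1.76, SE 0.35, adjusted p 0.539; exact permutation p = 0.0286). In CF, Atf3 changed by -1.18 (adjusted p 0.683). Retnlb changed by -0.84 in C10 (adjusted p 0.754), 1.60 in CF (adjusted p 0.889) and 2.08 in I (adjusted p 0.9); I rat 4 (12.27) was far below the other I rats (15.84 to 16.44). Rank product called Atf3, Ros1 and Tac4 in CF and in I, and Retnlb in I.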

The CF and I diets down-regulated more than twofold the expression of *Serpina10* (*log*2 FC −2.729 and −2.987, respectively), a gene codifying a serpin family member predominantly expressed in the liver and involved in the regulation of the coagulation factors’ activity, and *Apoa4* (*log*2 FC −1.955 and −1.273, respectively), a protein-coding gene that plays a role in lipoprotein metabolism (Table S1, supplementary material). 

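Serpina10 was 8.63 ± 1.33 in REF, 6.70 ± 0.64 in CF and 6.57 ± 0.72 in I. The changes were -2.21 (SE 0.88, adjusted p 0.776; exact permutation p = 0.0571) and -2.03 (SE 0.81, adjusted p 0.858; exact permutation p = 0.0286), and without REF rat 4 (10.45) they were -1.38 and -1.37. The signal was well above background in 3 CF rats and 2 I rats. Apoa4 was 8.36 ± 1.35 in REF, 7.11 ± 0.38 in CF and 7.59 ± 0.49 in I, changes of -0.92 (SE 0.59, adjusted p 0.86; exact permutation p = 0.171) and -0.51 (SE 0.54, adjusted p 0.951) that were smaller than the SD within REF. Rank product called Serpina10 in both diets and Apoa4 in CF only.

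**Figure D3:**
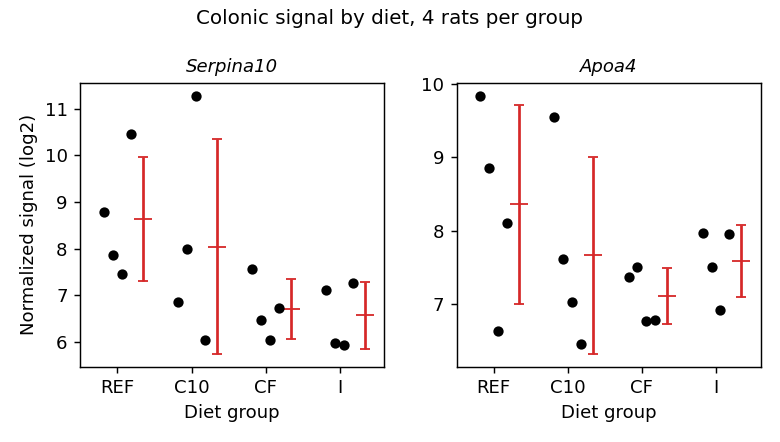
Normalized signal (log2) of Serpina10 and Apoa4 in each rat (black dots) by diet group, with the mean ± SD of 4 rats in red. The REF and C10 rats are widely spread, for Serpina10 with an SD of 1.33 and 2.30, compared with 0.64 in CF and 0.72 in I.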

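In C10, Serpina10 was 8.04 ± 2.30, with rat 3 at 11.28, and its change of -0.90 (SE 0.81, adjusted p 0.622) took either sign depending on the rat or array left out (-1.82 to 0.27). Apoa4 was 7.67 ± 1.34, a change of -0.63 (SE 0.54, adjusted p 0.607). With posterior Hox and B cell scores as covariates, chosen after seeing the data, both changes in C10 were positive (0.43 for Serpina10 and 0.58 for Apoa4).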

On the contrary, these genes were not so affected by 10 % cocoa diet (*log*2 FC 0.475 and −0.645, respectively) (Table S1, supplementary material).

### Validation of microarray results by Real-Time PCR analysis

Eight genes representative of the affected pathways and with differential expression were selected for further analysis and validation of microarray results using quantitative RT-PCR. The studied genes included *Scgb1a1, Scnn1* *g* (highly up-regulated in the C10 group), *Tac4*, *Mcpt2, Fcer1a* and *Fabp1* (highly down-regulated in the C10 group). In addition, *Serpina10* (highly down-regulated in both the CF and I groups) and *Apoa4* (highly down-regulated in the CF group) were also studied.

Results are shown in Fig. 4, where the fold change expression determined both in the microarray and by PCR for each gene in each group is summarized. The quantitative PCR results are consistent with that of microarray. Although not all changes by PCR achieved statistical significance, a similar pattern of expression was determined using both techniques (Fig. 4). The statistical analysis of the real-time PCR results showed that only the expression of *Mcpt2* (*P* = 0.01) and *Fcer1a* (*P* = 0.01) was significantly down-regulated in the C10 group and that the cocoa fiber diet produced a significant down-regulation of *Serpina10* expression (*P* = 0.04).

**Fig. 4:**
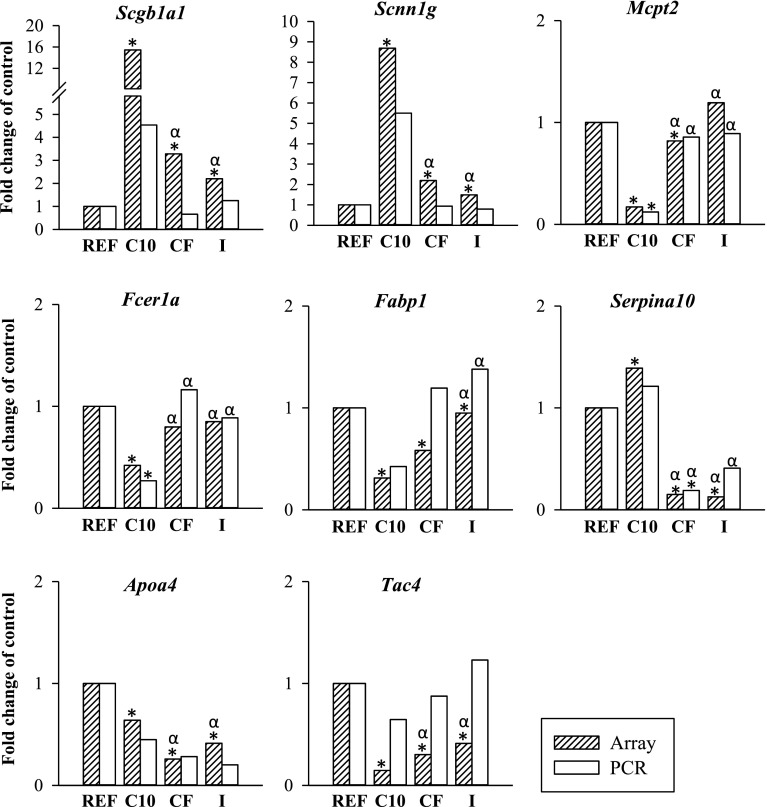
Expression of selected genes by real-time PCR. The values are presented as fold change in comparison with the REF group that is considered 1 (*n* = 10/group). *Filled bars* represent the expression for each specific gene as determined in the microarray experiments, and *empty bars* represent the expression for each specific gene as determined by PCR normalized by *Gusb*. Statistical significance: *P < 0.05 *vs* REF group; *α* *P* < 0.05 *vs* C10 group

## Discussion

We have previously reported that the intake of a 10 % cocoa diet in young rats induces changes in body weight and in the intestinal environment modulating the gut immune system and microbiota composition [13]. The involvement of cocoa fiber in such effects as well as its precise mechanism of action is unknown to date. In the present study, a microarray of the colon tissue RNA allowed the in-depth study of the modifications of gene expression induced in rats by either a 10 % cocoa diet or two other diets with the same proportion of soluble and insoluble fibers: one based on cocoa fiber and the other containing inulin.

Although the three experimental diets up- or down-regulated a large number of genes, the cocoa intake caused the most pronounced and numerous changes. The C10 diet was the one which resulted in a higher number of significantly overrepresented GO terms, with most of their genes being down-regulated. Moreover, there were much more interactions between the enriched GO terms after the C10 diet intake than those obtained after CF and I diets, with most of these interactions being among down-regulated genes.

A group of genes down-regulated by cocoa intake allowed us to study in-depth the mechanisms of this diet and its involvement in the immune function. In fact, the most down-regulated gene in the C10 group was that of tachykinin 4 (*Tac4*), which has been described as the promoter of B lineage cells [28]. As B lymphocytes are the immune cells responsible for antibody synthesis, these results could explain previous studies showing the cocoa-induced attenuation of immunoglobulin concentration in rats in both the systemic and intestinal compartments [15, 27, 29, 30]. This gene modification could also be responsible, at least partially, for the decrease in IgE synthesis in allergic animals induced by the 10 % cocoa diet [10] and even for the same effect reported by other polyphenols [31]. Focusing on allergy, it seems that cocoa intake could also be beneficial in aspects other than IgE synthesis because, as shown here, it down-regulates the expression of genes, such as *Fcer1a*, *Ms4a2* and *Tac4*, involved in several GO terms related to mast cell-mediated immunity, its activation and its degranulation, key events in allergic response. 

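As a set, the 20 mast cell genes of a list of marker genes were lower in C10 than in REF: 18 of the 20 fell, with a median of -0.71 (fry, adjusted p 6.83e-05 over 120 list tests). Their mean was at most 8.45 in the C10 rats and at least 8.76 in the rats of the other diets. However, 10 of the 20 genes are among those of Tables 2 and 3, which the study chose on these samples, and leaving them out (adjusted p 0.0768) takes away the members that fell most, so that value decides nothing.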

When considering the expression of these immune-related genes in the cocoa fiber and inulin groups, the effects were not so marked, and therefore, this may suggest that polyphenols or other cocoa compounds, but not cocoa fiber, are mainly responsible for the immunomodulatory properties of cocoa by interfering in the B cell ability to produce antibodies and also in the mast cell functionality.

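Tested directly between the diets, Fcer1a was lower in C10 than in CF by -0.68 (limma, adjusted p 0.0236) and than in I by -0.64 (adjusted p 0.0344), and Ms4a2 by -0.67 (adjusted p 0.03) and -0.82 (adjusted p 0.0151). Against REF, their changes were -0.13 and -0.085 in CF and -0.17 and 0.066 in I, all within the spread between rats, and the sign in these diets changed with the rat or array left out for Ms4a2 in both and for Fcer1a in I. The mast cell list was also lower in C10 than in CF (median -0.68, fry, adjusted p 0.000149) and than in I (median -0.73, adjusted p 6.83e-05). For a list of 9 B cell genes, the median was 0.21 in C10 (adjusted p 0.726) and 0.20 in CF, with values that varied far more between arrays than between diets. A list of 11 plasma cell genes was lower in C10 than in REF (median -0.28, 9 of 11 genes lower, adjusted p 0.215), CF (-0.20, 10 of 11, adjusted p 0.244) and I (-0.55, 10 of 11, adjusted p 0.0607), short of the threshold in each. With 1 rat left out, the median of this list against REF ran from -0.856 (without C10 rat 1) to -0.205 (without REF rat 1). From the weaker effect on the immune-related genes in the CF and I groups, the paper proposes that polyphenols or other compounds of cocoa, and not its fiber, may account for most of its immunomodulatory action, through antibody production by B cells and mast cell function.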

A cocoa diet might also exert its immunomodulatory effects through the down-modulation of the expression of genes involved in cytokine production (*Fcer1a*, *Ms4a2* and *Adipoq*). In addition, cocoa diet in rats has demonstrated certain protective effects against chronic inflammation [32, 33] that could also be related to the down-regulation of the cytokine gene expression and also to the up-regulation of the expression of *Scgb1a1*, the gene that codifies a protein related to anti-inflammation [34]. In this context, both fiber diets—of cocoa and inulin—also increased the *Scgb1a1* gene expression, although in a lower intensity compared to that observed in the C10 group, suggesting that fiber is partially responsible for the anti-inflammatory effect of cocoa but that other cocoa compounds such as flavonoids must also be involved [35]. However, contrary to this suggestion, a significant down-regulation of *Scgb1a1* gene expression has been found in a lung tumor mice model treated for 20 weeks with green tea [36].

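In the fiber groups Scgb1a1 was 8.59 ± 0.83 (CF) and 7.96 ± 1.16 (I). The changes of 0.98 (SE 0.75, adjusted p 0.892; exact permutation p = 0.0857) and 0.38 (SE 0.70, adjusted p 0.964; exact permutation p = 0.314) were close to or below the SD between rats. In I, the log-ratio model reversed the sign (-0.12), and so did leaving out single rats or arrays (-0.080 to 0.77). Rank product called the gene in CF but not in I. Between C10 and CF, the difference was 1.36 with an adjusted p of 0.419.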

Another group of genes down-regulated by the 10 % cocoa diet was related to the lipid metabolism. In particular, the expression of *Adipoq,* an adipocyte-derived hormone involved in glucose and lipid metabolism, and *Fabp1*, an acid-binding protein found in liver, intestine and kidney involved in fatty acids uptake, transport and metabolism, was decreased by 1.826 and 1.682 FC logarithms. Moreover, the expression of *Angptl4,* a circulating lipoprotein lipase inhibitor, was up-regulated in the C10 group. 

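The adipocyte list, which has 22 genes, 6 of them in Tables 2 and 3, had a median of -0.20 in C10 (fry, adjusted p 0.436). In REF and C10 rats Fabp1 was 9.75 ± 1.15 and 8.26 ± 1.09, so that the decrease of either gene was less than 2 SD of its group.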

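Angptl4 was 7.70 ± 0.70 in REF and 8.92 ± 0.47 in C10. limma called the change (1.32, SE 0.28, adjusted p 0.0465), but the groups overlapped (exact permutation p = 0.0571), the call was lost in 6 of 8 fits without 1 rat (adjusted p up to 0.223), and the change was 1.06 without REF rat 4. The call was also lost without the dye term, with processed signals and without the filter on dim probes.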

Since these genes were less affected by the CF and I diets, we can suggest that the cocoa diet modifies lipid metabolism and this effect cannot be totally attributed to its fiber content and cocoa flavonoids are probably involved. 

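Of the genes above, Adipoq changed by -0.18 in CF (adjusted p 0.981) and -0.37 in I, and Fabp1 by -0.52 in CF (adjusted p 0.934) and 0.044 in I. The signs of Adipoq in both diets and of Fabp1 in I changed with the rat or array left out. Angptl4 rose by 1.06 in CF (adjusted p 0.683) and 0.78 in I (adjusted p 0.84), compared with 1.32 in C10. In the direct tests between C10 and CF with limma, the differences were -1.53 for Adipoq (adjusted p 0.311), -1.03 for Fabp1 (adjusted p 0.447) and 0.26 for Angptl4 (adjusted p 0.747). Lists of lipid synthesis and sterol synthesis genes had medians of -0.26 (fry, adjusted p 0.289) and -0.45 (adjusted p 0.0659) in C10, and of -0.044 (adjusted p 0.83) and -0.31 (16 of 16 genes lower, adjusted p 0.171) in CF. Between C10 and CF, the medians were -0.29 (adjusted p 0.401) and -0.12 (adjusted p 0.745).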

The results agree with the reported hypolipidemic capacity of a cocoa diet [37–40] as well as in line with the results obtained, here and also in previous studies, on body weight [13, 27, 30, 41, 42]. In fact, the down-regulation of genes related to lipid metabolism has also been described by flavonoids, such as quercetin. The administration of quercetin in mice fed with a high-fat diet reduces the expression of hepatic genes related to lipid and fatty acid production, such as *Aldh1b1*, *Abcg5*, *Acaca*, *Fasn*, *Gpam* and *Apoa4* [38]. Although some other studies report body weight loss and a reduced fat deposition after polyphenol intake [38, 43, 44], previous studies carried out in our laboratory using three distinct cocoa materials with different proportions of polyphenols suggest that those effects on body weight cannot be exclusively attributed to cocoa polyphenols but also to other compounds present in cocoa [29]. As in the present study, we evidenced the lack of effect of the CF diet on body weight and on the same genes related to lipid metabolism as the entire cocoa diet, other bioactive compounds of cocoa, such as methylxanthines, could be proposed as being responsible for these effects on lipid metabolism gene expression proteins and body weight. In this context, methylxanthines are effective in stimulating resting energy expenditure per se [45] as well as regulating the lipid profile in obese–diabetic rats [46]. In addition, the synergistic interactions between methylxanthines and flavonoids in the thermogenesis have been suggested which could explain their effect on body weight [45].

Regarding cocoa fiber, in spite of the fact that it did not show the effects on the same lipid metabolism genes as cocoa, it is worth noting that the CF diet down-regulated the expression of another gene related to lipoprotein metabolism, the *Apoa4*. As also validated by RT-PCR, all three experimental diets down-regulated this gene, but the highest effect was observed after CF intake. These results could justify the hypolipidemic effect reported after consumption of either insoluble or soluble CF. In this context, the modulation of serum and liver lipid profile has been reported both in rats fed insoluble CF [18] and those fed soluble CF [19, 20]. *Apoa4* can also be associated with the response to superoxide and to oxygen radical pathways (GO:0000303 and GO:0000305, respectively); therefore, its down-regulation could elucidate the mechanism by which CF and cocoa flavanols are able to diminish the levels of certain lipid peroxidation biomarkers [39, 47]. From our results, we can also observe the cocoa effects on other genes associated with the antioxidant activity [39]. Thus, a significant increase in the expression of *Hba*-*a2* and *Hbb* genes, encoding alpha and beta betaglobin subunits, respectively, was found in both the C10 group and the CF group, although the influence was lower than a twofold change.

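Hbb was 13.06 ± 0.21 in REF, 13.85 ± 0.46 in C10, 14.03 ± 0.39 in CF and 13.69 ± 0.19 in I. The changes were 0.69 (adjusted p 0.121), 0.89 (adjusted p 0.683) and 0.65 (adjusted p 0.806), and in each diet all 4 rats were above all 4 REF rats (exact permutation p = 0.0286 in each). The other probe of Hbb gave 0.83, 0.77 and 0.52. Rank product put the percentage of false positives below its threshold in C10 (0.0296) and CF (0.01), but not the fold change. Over a list of erythrocyte genes, the median in C10 was 0.67 (fry, adjusted p 0.143). Hba-a2 was not analysed here under its name, since no probe was matched to it.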

Another beneficial effect of cocoa intake concerns blood pressure. Cocoa flavanols have been described to possess antihypertensive properties [48], which have made them a subject matter of health claims by the European Food Safety Authority [49]. Possible feasible mechanisms whereby they decrease blood pressure could either be maintaining the endothelium-dependent vasodilatation [50], or inhibiting the angiotensin-converting enzyme (ACE) activity [51]. Partially in line with those mechanisms, in our study, a significant decrease in the expression of *Mcpt1* and *Mcpt4*—both genes involved in the regulation of systemic arterial blood pressure by renin–angiotensin (GO:0003081)—have been observed in 10 % cocoa-fed animals but not in the CF group. Nevertheless, the expression of the *Scnn1* *g* gene, involved in blood pressure homeostasis, was up-regulated in the C10 group and also in the CF animals, although with a <twofold change. In addition, both the CF diet and the inulin diet down-regulated by more than twofold the expression of *Serpina10*, a gene involved in the regulation of the coagulation factors’ activity, whose deficiency has been related to the risk of thrombosis [52]. 

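In CF, Mcpt1 (11.85 ± 0.37; the name may cover the Mcpt2 of the study) changed by 0.094 and Mcpt4 by 0.40 against REF. The sign for Mcpt1 in CF changed without the dye term (-0.032), with the B cell score as a covariate chosen after seeing the data (-0.067), with rank product's mean difference (-0.29) and with the rat or array left out (-0.089 to 0.31). Between C10 and CF, Mcpt4 differed by -1.80 (limma, adjusted p 0.0261). In I, the changes were 0.44 and 0.33.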

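In CF, Scnn1g was 7.25 ± 0.36 and its change 0.39 (SE 0.60, adjusted p 0.954). The sign was reversed in the log-ratio model (-0.077) and with the posterior Hox score as a covariate (-0.077), which was chosen after seeing the data. In I, it was 6.88 ± 0.18, a change of 0.19 (SE 0.55, adjusted p 0.981). In both diets, all 4 rats were above all 4 REF rats (exact permutation p = 0.0286 in each).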

Overall, our results show that cocoa intake modifies some colonic genes related to blood pressure regulation, and these effects cannot be attributed to its fiber content.

It remains to be elucidated which component from cocoa, but not cocoa fiber, is the main responsible for these changes in gene expression: both flavonoids and theobromine, present in high proportion in cocoa, are good candidates for such effects.

In summary, this study sheds light on the mechanisms involved in the reported effects of cocoa intake. As shown here, cocoa consumption down-regulates some genes related to the immune system (B cell and mast cell functionality), to lipid metabolism and also to blood pressure in the colon tissue. In addition, after comparing the effects of cocoa in its entirety and those produced by only cocoa fiber, it can be concluded that most of the beneficial effects attributed to cocoa are not only due to its fiber content but that polyphenols and other compounds could also be key factors.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1 (PDF 418 kb)

Supplementary material 2 (DOC 107 kb)

Supplementary material 3 (DOC 133 kb)

# Supplementary material for: Cocoa polyphenols and fiber modify colonic gene expression in rats
**Source:** Eur J Nutr. 2016 Jun 2;56(5):1871–85. doi: 10.1007/s00394-016-1230-0
**Supplement:** Supplementary file 2 — Supplementary material 2

|  |  | **C10 vs REF** | | |  | **CF vs REF** | | **I vs REF** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **GO TERM** | **Exp Counts** | **Counts** | **P-Value** | **Exp Counts** | **Counts** | **P-Value** | **Exp Counts** | **Counts** | **P-Value** |
| **Biological Process** | chemical homeostasis (GO:0048878) | 3 | 12 | 1.57E-05 | 1 | 6 | 1.04E-03 |  |  |  |
| response to inorganic substance (GO:0010035) | 2 | 9 | 2.68E-05 | 1 | 7 | 3.62E-06 |  |  |  |
| detoxification of copper ion (GO:0010273) | 0 | 2 | 3.60E-05 |  |  |  |  |  |  |
| ion homeostasis (GO:0050801) | 2 | 10 | 5.03E-05 | 1 | 5 | 2.17E-03 |  |  |  |
| oxygen transport (GO:0015671) | 0 | 2 | 7.19E-05 | 0 | 2 | 1.34E-05 |  |  |  |
| homeostatic process (GO:0042592) | 4 | 13 | 9.04E-05 | 2 | 7 | 1.02E-03 |  |  |  |
| cellular response to zinc ion (GO:0071294) | 0 | 2 | 1.20E-04 |  |  |  |  |  |  |
| prostate glandular acinus morphogenesis (GO:0060526) | 0 | 2 | 2.50E-04 | 0 | 1 | 1.07E-02 |  |  |  |
| prostate epithelial cord arborization involved in prostate glandular acinus morphogenesis (GO:0060527) | 0 | 2 | 2.50E-04 | 0 | 1 | 1.07E-02 |  |  |  |
| regulation of cell-cell adhesion mediated by integrin (GO:0033632) | 0 | 2 | 3.32E-04 | 0 | 1 | 1.22E-02 |  |  |  |
| gas transport (GO:0015669) | 0 | 2 | 5.32E-04 | 0 | 3 | 1.00E-04 |  |  |  |
| response to stress (GO:0006950) | 8 | 15 | 5.66E-03 | 0 | 11 | 1.14E-04 |  |  |  |
| hydrogen peroxide catabolic process (GO:0042744) | 0 | 2 | 2.20E-03 | 0 | 2 | 4.19E-04 |  |  |  |
| protein heterooligomerization (GO:0051291) | 0 | 3 | 5.75E-03 | 0 | 3 | 5.13E-04 |  |  |  |
| response to hypoxia (GO:0001666) | 1 | 5 | 3.40E-03 | 0 | 4 | 8.99E-04 |  |  |  |
| response to decreased oxygen levels (GO:0036293) | 1 | 5 | 3.55E-03 | 0 | 4 | 9.34E-04 |  |  |  |
| **Cellular Component** | hemoglobin complex (GO:0005833) | 0 | 5 | 2.07E-10 | 0 | 4 | 2.94E-09 |  |  |  |
| haptoglobin-hemoglobin complex (GO:0031838) | 0 | 2 | 7.31E-05 | 0 | 2 | 1.94E-05 |  |  |  |
| extracellular region (GO:0005576) | 5 | 15 | 7.50E-05 | 3 | 10 | 1.20E-04 | 1 | 4 | 2.01E-03 |
| cytosolic part (GO:0044445) | 1 | 5 | 4.58E-04 | 0 | 5 | 1.83E-05 |  |  |  |
| rough endoplasmic reticulum (GO:0005791) | 0 | 3 | 1.18E-03 |  |  |  |  |  |  |
| 4-aminobutyrate transaminase complex (GO:0032144) | 0 | 1 | 3.53E-03 | 0 | 1 | 1.83E-03 |  |  |  |
| subapical complex (GO:0035003) | 0 | 1 | 3.53E-03 |  |  |  |  |  |  |
| apical part of cell (GO:0045177) | 1 | 5 | 4.41E-03 | 1 | 3 | 1.80E-02 |  |  |  |
| intracellular canaliculus (GO:0046691) | 0 | 1 | 7.05E-03 |  |  |  |  |  |  |
| invadopodium membrane (GO:0071438) | 0 | 1 | 7.05E-03 |  |  |  |  |  |  |
| phosphopyruvate hydratase complex (GO:0000015) |  |  |  | 0 | 1 | 7.31E-03 |  |  |  |
| apical plasma membrane (GO:0016324) | 1 | 4 | 8.77E-03 | 0 | 3 | 8.34E-03 |  |  |  |
| sodium channel complex (GO:0034706) |  |  |  | 0 | 1 | 2.89E-02 |  |  |  |
| Aggresome (GO:0016235) |  |  |  | 0 | 1 | 3.25E-02 |  |  |  |
| **Molecular Function** | oxygen binding (GO:0019825) | 0 | 5 | 1.09E-08 | 0 | 4 | 6.70E-08 |  |  |  |
| oxygen transporter activity (GO:0005344) | 0 | 4 | 5.31E-08 | 0 | 3 | 1.08E-06 |  |  |  |
| heme binding (GO:0020037) | 1 | 8 | 8.44E-08 | 0 | 6 | 4.22E-07 |  |  |  |
| tetrapyrrole binding (GO:0046906) | 1 | 8 | 1.14E-07 | 0 | 6 | 5.29E-07 |  |  |  |
| iron ion binding (GO:0005506) | 1 | 9 | 2.39E-07 | 0 | 6 | 6.30E-06 |  |  |  |
| haptoglobin binding (GO:0031720) | 0 | 2 | 3.98E-05 | 0 | 2 | 1.09E-05 |  |  |  |
| hemoglobin alpha binding (GO:0031721) | 0 | 2 | 3.98E-05 | 0 | 2 | 1.09E-05 |  |  |  |
| CCR10 chemokine receptor binding (GO:0031735) | 0 | 2 | 3.98E-05 | 0 | 2 | 1.09E-05 | 0 | 1 | 1.67E-03 |
| substrate-specific transporter activity (GO:0022892) | 3 | 12 | 6.57E-05 | 2 | 5 | 1.96E-04 |  |  |  |
| hemoglobin binding (GO:0030492) | 0 | 2 | 2.76E-04 | 0 | 2 | 7.62E-05 |  |  |  |

**Table S2** Summary of the most enriched over-represented GO terms in up-regulated genes belonging to biological process (BP), cellular component (CC) and molecular function (MF), in the C10 and FC groups in comparison with the REF group, adding those shared with the I diet. The number of the expected genes, the counts as well as the *P*-value for each GO term are included (n=4/group)

How the deposited data were processed for this re-analysis (not part of the article)

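The arrays measured gene expression in a piece of the middle colon of 16 female Wistar rats, 4 from each of the REF, C10, CF and I groups; the study fed 10 rats per diet for 3 weeks. Each of the 8 arrays compared 2 rats, labelled with Cy5 and Cy3. Sample labels were used to assign each dye of each array to a diet and a rat. They place every rat on 1 array only, so the rat was the unit of replication. C10 rats lay on arrays 1 to 4 and I rats on arrays 5 to 8, whereas REF and CF rats lay on both sets of arrays; a difference between C10 and I cannot be told apart from one between these sets except through REF and CF.

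The authors scanned the arrays with Feature Extraction 10.7.3.1 and deposited its output, which gives for each dye the median pixel intensity of each spot and of its local background, without normalization. The same deposited output holds processed intensities, in which the software had subtracted the background, removed spatial trends and balanced the dyes; these entered 1 alternative. A normalized table of the whole series was not used here, because its 8 columns could not be matched to arrays. The mean intensities first planned were replaced by medians, which are the values the output holds.

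Each array has 62976 spots, 58717 of them not controls, for 30367 probes. The median signal of a rat was 109.5 to 169 in Cy3 (median 143) and 302.5 to 426.5 in Cy5 (median 394.5), over local backgrounds of 21 to 25.5 and 71 to 74. The share of spots well above background was 68.6 to 75.3 % in Cy3 (median 71.5 %) and 74.3 to 83.9 % in Cy5 (median 77.0 %). By diet, it was 68.6 to 83.9 % in REF (median 73.5 %), 71.7 to 76.7 % in C10 (median 74.8 %), 72.0 to 77.7 % in CF (median 75.4 %) and 70.5 to 77.8 % in I (median 73.3 %). Spots marked as outliers by the software (604 to 896 per array, median 802) were left out, and 0 spots were saturated. The lowest normalized log2 signal well above background was between 5.82 and 6.21 in each rat, so changes below this range could not be measured.

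Signals were processed with limma 3.58.1 in R 4.3.3 (data.table 1.17.8, statmod 1.5.0): normexp background correction with an offset of 50, spatial loess (span 0.4) followed by intensity-dependent loess (span 0.3), and quantile normalization of the average intensity between arrays (Aquantile). The methods section names these steps but gives no offset and no spans, which were chosen here; the offset changed many calls. The log2 signal of each dye was then taken separately and averaged over the spots of a probe. Probes had to be well above background in at least 4 of the 16 rats and to have a value on all arrays, which 6 probes lacked; 22539 probes remained. Of 19109 probes with an mRNA accession, 17935 were matched through it to a current rat symbol, and 15168 symbols were matched in all. The 19901 genes tested, each by its brightest probe, comprise 11922 with a symbol and 7979 under the identifier that the array file gives. Of the 58 genes that the study names in its text, 53 were matched and 52 tested. Those not analysed here under their own names are Spink3, Fxyd4, Vom2r3, Mcpt2, Tmprss9 and Hba-a2. Genes to which no probe was matched may be among those tested under the identifier of the array file. The gene now called Mcpt1 carries synonyms under which the study's Mcpt2 could also fall.

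The 16 signals were fitted with diet and dye as fixed terms and the array as a block (correlation within a spot 0.418), all diets sharing the estimate of the spread, followed by empirical Bayes moderation and Benjamini-Hochberg adjustment over all genes of a comparison. A gene was called at an adjusted p below 0.05 and a change of at least 2-fold. The comparisons were C10, CF and I against REF, C10 against CF, C10 against I, and CF against I. For single genes, exact permutation tests of 4 rats against 4 (two-sided) are given beside limma's adjusted p. Rank product, the test that the study used, was computed with 100 permutations at a percentage of false positives below 0.05 and the same 2-fold limit. The genes named in the text were chosen by a rule set before the data were examined: every gene that the study names with these arrays and, for each comparison against REF and for C10 against CF, the 3 called genes with the largest rise and the 3 with the largest fall among those that separate all 4 rats of one diet from all 4 of the other. Of the called genes without a symbol, at most 2 in each direction are printed.

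Gene lists for 20 cell types and processes were written before they were tested with fry, a rotation test of limma: adipocyte, aldosterone-responsive, anterior Hox, B cell, enteroendocrine, erythrocyte, goblet, immediate-early, interferon, lipid synthesis, mast cell, plasma cell, posterior Hox, proliferation, small intestine, smooth muscle, sterol synthesis, stomach, striated muscle and T cell. The p-values of all 120 tests were adjusted together. cameraPR with a preset correlation of 0.01 was run beside it and passed 46 tests, among them the 6 that hold under fry.

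The pipeline was tested on 1 simulated data set with the spread of these arrays, in which 200 of 19901 genes, drawn at random, were changed in 1 diet. The shares called do not hold for genes that vary more between rats, which can change and stay uncalled. In the data, Sftpd changed by 3.04 in C10 and limma did not call it. limma called 44 % of the genes changed by 1 on the log2 scale, 98 % of those changed by 1.5 and 100 % of those changed by 2 or 3, with 0 unchanged genes called; rank product called 48 %, 100 %, 100 % and 100 %, with 45 unchanged genes called.

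The overlap between diets that share the REF rats was compared with 100 simulations in which the rats kept their spread and the diets had no effect, or only C10 had one (with rank product in the second set, 5 permutations in each). All 35 splits of the 8 rats of a comparison into 4 and 4 were refitted (20 permutations of rank product in each). The alternatives set before the data were examined were rank product, a model of the log-ratios, no dye term, no offset, the processed signals, no spatial loess, quantile normalization of all signals, no normalization between arrays, no filter on dim probes, the mean of a gene's probes, a trended and robust variance prior, each rat and each array left out, any fold change, probes in place of genes, lists without the genes of Tables 2 and 3, and cameraPR. The position on the slide (arrays 1 to 4 or 5 to 8), the posterior Hox score and the B cell score as further terms, and rank product without offset, were added after seeing the data. Of the 6 genes in the posterior Hox score, 3 are in Table 2, so fits with this score may remove a part of the C10 change itself. Permutation tests of correlations used 100000 draws. The gene ontology enrichments, the PCR results and the body weights were not analysed here.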

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

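The tests on C10 rat 1, C10 rat 4 and the position on the slide were chosen after the data were seen; the splits of the rats were set before.

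In 15 of 228 groups of 4 values (1 gene in 1 diet), the highest or lowest rat stood apart from the other 3 by a share of the whole range above the limit of Dixon's test; chance alone gives about 11 of 228, or 1 in 20. The mean of a gene list did so in 4 of 80 groups, the number that chance gives. The values below are that share of the range.

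C10 rat 4 was far above the other C10 rats for Scnn1g (0.881) and Fmo2 (0.83) and below them for Tff1 (0.861). A wrong label of this rat is argued against by the mast cell list, whose mean in this rat was 0.72 below the lowest rat of the other diets (log2), on the side of the other C10 rats. A sampling position nearer the distal end of the colon stays open: 2 of the 3 posterior Hox genes outside Table 2 were highest in this rat of all 16, which does not decide the question. A stronger response of this animal to cocoa was not tested and stays open as well.

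C10 rat 1 was below the other C10 rats for Casq1 (0.97) and Smpx (0.956), and for the mean of the smooth muscle list (0.926). All 11 smooth muscle genes were lowest in this rat of all 16, with gaps of 0.69 to 2.51 (median 1.61) to the next rat, and the mean of the list was 11.88, compared with 13.40 to 14.33 in the other rats. Less of the muscle layer in this sample may explain the pattern, but the 11 genes are the pattern itself and do not test it, so this stays open. The array is argued against: the REF rat on the same array had a mean 0.34 above that of the remaining 14 rats. Without C10 rat 1, the median of the smooth muscle list in C10 against REF went from -0.83 to -0.17, and that of the striated muscle list from -0.34 to -0.28. The striated muscle list kept an adjusted p of 0.0139 (fry), which argues against this sample as the whole source of the lower striated muscle genes. No biological explanation was tested for the muscle layer of 1 rat.

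In C10, a single rat also set apart the means of the immediate-early list (0.943) and the proliferation list (0.859), and C10 rat 3 was low for Retnlb (0.919). In CF, rat 1 was high for Tac4 (0.947), Pga5 (0.842), Tff1 (0.874) and Casq1 (0.834), rat 3 for ENSRNOT00000028012 (0.909), and 1 rat set apart the mean of the stomach list (0.923). In I, rat 4 was low for Atp12a (0.881) and Retnlb (0.855), and in REF, rat 3 stood apart for Fmo2 (0.834) and Mt2A (0.908). No technical or biological explanation was tested for these single values, and at this number they are close to what chance gives. CF rat 1 and I rat 4 were also low for Hoxb13 (9.71 and 9.96), to which the means of the genes of Tables 2 and 3 were related. The sampling position therefore stays open for these rats. The low Retnlb in I rat 4 goes the other way, since the mean of the Table 3 genes ran against Hoxb13.

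For the arrays, the paper gives changes of each diet against REF. Direct comparisons of the array values gave 20 genes called by limma in C10 against CF and 33 in C10 against I, all lower in C10, and 0 in CF against I. Of the 35 splits of the 8 rats into 4 and 4, only the real split reached the count in C10 against CF (1 of 35, with 1 gene in the next largest). The same held in C10 against I (1 of 35, with 2 genes in the next largest). This argues against chance for both but does not exclude it, since 1 of 35 is the smallest share that the splits can give. In CF against I, 17 of 35 splits had as many genes at an unadjusted p below 0.05 as the 563 observed, and chance cannot be excluded. The count against CF was 0 without CF rat 2 and 38 without C10 rat 1, and the count against I 15 without I rat 4 and 60 without C10 rat 1. Every C10 rat lay on arrays 1 to 4 and every I rat on arrays 5 to 8. With the position on the slide (arrays 1 to 4 or 5 to 8) as a term, 16 of the 20 genes and 10 of the 33 were called again, so the position may carry a part of the second count (13 genes called with the term). For C10 against REF, 26 of the 39 called genes were called again with the position on the slide as a term, which argues against the position as the source of the difference between C10 and REF. The difference in polyphenols between the diets stays among the open explanations, untested apart from the diet groups themselves.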

How the results depend on the processing

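The settings with the position on the slide, the posterior Hox score or the B cell score as terms, rank product without offset and rank product at any fold change (with or without offset) were chosen after seeing the data; the others were set before. The authors' normalized table, set as an alternative before the data were examined, was not run because its columns could not be matched to arrays, and cameraPR and the probe-level count give no value for single genes. The cause was not tested for any change named here, except where fewer rats or arrays alone make it.

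Direction and side of the threshold were kept for 92 of 93 gene and list values without spatial loess, 91 with quantile normalization of all signals, 90 without the filter on dim probes, 89 with the slide position, 87 without offset, without normalization between arrays and with the B cell score, 86 with the Hox score, 85 without the dye term, 83 with processed signals, 76 with both scores and 74 in the log-ratio model. They were kept for 86 of 86 with the mean of a gene's probes, 84 of 86 with a trended and robust prior, and 46 of 83 with rank product (30 of 83 without offset). The log-ratio model, which drops the comparison between arrays and whose power was not measured, weakened 17 values. Rank product brought 32 values past its threshold, and 50 without offset.

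The 39 genes in C10 against REF became 0 in the log-ratio model, 21 without the dye term, 65 without offset, 67 with processed signals, 187 at any fold change, 136 with rank product, 236 with rank product without offset, 294 and 249 with these at any fold change, and 63 with the Hox score. Of the 39 genes, 20, 35, 26, 33, 37 and 27 were called again without the dye term, without offset, with processed signals, with the 2 forms of rank product and with the Hox score. Counts of 26 without the filter, 56 without normalization between arrays (9 up), 31 with the slide position, 41 with the B cell score and 43 with both scores were closer, as were 35 to 38 without spatial loess, with quantile normalization of all signals, with the mean of a gene's probes, with a trended and robust prior and for probes. With a rat or an array left out, the count ran from 12 (without array 8) to 93 (without REF rat 3).

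In CF, limma gave 0 genes in every setting with all arrays, rank product 49 and rank product without offset 79 (130 and 94 at any fold change). In I, the counts were 0, 30 and 45 (70 and 52 at any fold change), apart from 1 gene with the Hox score and 1 with both scores. The range with a rat or an array left out was 0 to 1 in CF, 0 to 1 in I and 0 to 1 for genes shared between diets, the 1 always without array 4 (a probe without a symbol, lower in each diet, which was also the gene called in I with the scores). Genes shared between diets were 39 with rank product and 61 without offset (107 and 72 at any fold change).

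In C10 against CF, 20 genes became 0 in the log-ratio model, 10 without the dye term, 35 without offset, 44 with processed signals, and 0 to 38 with a rat left out. In C10 against I, 33 genes became 0 in the log-ratio model, 57 without offset, 63 with processed signals, 13 with the slide position, and 15 to 60 with a rat left out. CF against I gave 0 to 0 with a rat left out. Of the genes that the study names for C10, 8 were called (Angptl4, Ptgis, Mcpt1, Mcpt4, Mcpt8, Mcpt10, Retnlg and Atf3), 0 in the log-ratio model, 4 without the dye term, 14 without offset, 14 without normalization between arrays, 5 without the filter, 5 with the Hox score, 29 with rank product and 47 without offset, and 2 (without array 8) to 20 (without REF rat 3) with a rat or an array left out.

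The median change of the genes of Tables 2 and 3 in the direction of the study was 1.06 in C10, 0.48 in CF and 0.18 in I. In C10 it was 1.43 without offset and 1.70 with processed signals; with a rat left out it ran from 0.91 to 1.18 in C10, from 0.29 to 0.66 in CF and from -0.069 (without REF rat 1) to 0.37 in I. Of 120 list tests, 6 passed, 0 in the log-ratio model, 11 with the Hox score, 0 without the genes of Tables 2 and 3, 46 with cameraPR and 3 to 13 with a rat left out.

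Some values changed sign. In the log-ratio model, these were Scgb1a1 in I (-0.12) and Scnn1g in CF (-0.077). Scnn1g in CF was also -0.077 with the Hox score and -0.071 with both scores. Without the dye term, Fabp1 in I was -0.073 and Mcpt1 in CF -0.032; with processed signals, Fabp1 in I was -0.015; with the B cell score, Mcpt1 in CF was -0.067. Rank product's mean differences were -0.0048 for Ms4a2 in I, 0.18 for Adipoq in CF, -0.31 for Fabp1 in I and -0.29 for Mcpt1 in CF, and without offset 0.21 for Adipoq in CF, -0.35 for Fabp1 in I and -0.29 for Mcpt1 in CF. With the Hox score, Apoa4 in C10 was 0.19. With both scores, C10 values were -0.15 for Cyp2f4, -0.30 for Fmo2, -0.32 for Atp12a, 0.77 for Cyp4f1, 0.43 for Serpina10 and 0.58 for Apoa4, and CF values 0.031 for Ms4a2 and 0.15 for Fabp1. With a rat or an array left out, the ranges that include both signs were -0.080 to 0.77 for Scgb1a1 in I, -0.26 to 0.0037 for Fcer1a in I, -0.19 to 0.034 for Ms4a2 in CF, -0.059 to 0.15 for Ms4a2 in I, -0.81 to 0.39 for Adipoq in CF, -0.73 to 0.24 for Adipoq in I, -0.71 to 0.58 for Fabp1 in I, -0.089 to 0.31 for Mcpt1 in CF, -1.82 to 0.27 for Serpina10 in C10 and -0.99 to 0.10 for Apoa4 in I.

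Rats could not be paired between diets by their numbers, which mark separate animals in each diet. They were paired by array instead. The main model took the array as a block, and the log-ratio model used only the differences within arrays. Genes near background, such as Scnn1g in REF, Fcer1a in C10, Smpx and Myl2 in C10 and Serpina10 in I, have changes that depend on the offset, since their signals lie near the lowest that was measured (5.82 to 6.21).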

Differences from the paper's values

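The alternatives set before the data were examined were, for single genes, the log-ratio model, no dye term, no offset, processed signals, no spatial loess, quantile normalization of all signals, no normalization between arrays, no filter on dim probes, the mean of a gene's probes, a trended and robust prior, and rank product; for counts, any fold change as well. Where a value below names the alternatives that come within the spread or within 1.5 times the paper's value, the remaining ones stayed apart. Rank product without offset was chosen after seeing the values. A log2 fold change differed when it had the other sign or lay farther from the paper's value than the spread. The spread is the larger SD between rats of the groups compared. It is not the error of the difference, since both values come from the same experiment. A variable gene can therefore lie within it and still be far from the paper, as Scgb1a1 in C10 (3.948 in the paper, 2.33 here). Of 74 log2 fold changes of the paper that were compared, 71 had the same sign here and 14 differed, 7 without offset, 10 with rank product, 11 without the dye term, 13 with processed signals and with quantile normalization of all signals, 15 with the mean of a gene's probes and 17 in the log-ratio model. The values of Ms4a2 in CF and Fcer1a in I in Table 3, whose sign is printed apart from the number, were left out of these. A name in each table leads to the same current gene, Gsta5; its value in C10 was 0.78 here, while the paper gives 1.029 in Table 2 and -1.308 in Table 3, and only the first was used. Over 137 genes of Tables 2 and 3, the values of the paper and those here correlated with r = 0.939 in C10, 0.912 in CF and 0.903 in I. The genes are not independent replicates. The study chose them as rises or falls of at least 2-fold in C10, which by itself makes r in C10 high. In C10, the median size was 1.27 in the paper and 1.06 here, and 115 of the 137 values were smaller here.

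In C10, the paper gives 3.119 for Scnn1g, and the value here was 1.10; it came within the spread without offset (1.65), with processed signals (2.12) and with rank product (1.27). For Alox15, the paper gives 1.028 and the value here was 0.58, within the spread without offset (1.20). For Alas2, it was 1.007 in the paper and 0.66 here, within the spread without the dye term (0.71), without offset (0.90), with processed signals (0.98) and with rank product (0.81). Mcpt4 was -1.952 in the paper and -1.40 here, within the spread without the dye term (-1.42), without offset (-2.14) and with rank product (-1.48). Myl2 was -1.019 in the paper and -0.54 here, within the spread in the log-ratio model (-0.59), without offset (-1.20), with quantile normalization of all signals (-0.56) and without normalization between arrays (-0.57). None of the alternatives set before came within the spread of the paper's values of -1.497 for Fcer1a (-0.81 here), -1.144 for Ms4a2 (-0.76 here), -1.230 for Fcgr3a (-0.85 here), -1.016 for Smpx (-0.56 here) and 0.475 for Serpina10 (-0.90 here). Without offset, the values passed beyond the paper's for Fcer1a (-1.76), Ms4a2 (-1.40), Fcgr3a (-1.47) and Smpx (-1.40). Rank product without offset, chosen after seeing the values, gave mean differences within the spread for Ms4a2 (-1.33), Fcgr3a (-1.44) and Smpx (-1.29), but not for Fcer1a (-1.84) or Serpina10 (-1.09).

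In CF, the paper gives 1.133 for Scnn1g and the value here was 0.39, within the spread without offset (0.98) and with processed signals (1.45). For Adipoq, the paper gives 0.053 and the value here was -0.18; rank product had the paper's sign (0.18). In I, Scnn1g was 0.573 in the paper and 0.19 here, within the spread without offset (0.53). Fabp1 in I was -0.074 in the paper and 0.044 here, and it had the paper's sign without the dye term (-0.073), with processed signals (-0.015) and with rank product (-0.31).

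All 14 counts of the paper differed from those of limma. For genes shared by C10 and CF, the paper gives 31 up, 48 down and 79 in all; for CF and I, 8, 20 and 28; for C10 and I, 3, 15 and 18; and for all 3 diets, 3, 11 and 14. Here each of these was 0. For C10 alone, the paper gives 64 up and 175 down, and 3 and 36 were found here. With rank product, 2 genes were up in C10 and I and 2 in all 3 diets, within 1.5 times the paper's 3; its other 12 counts differed (17, 15 and 32 for C10 and CF; 5, 8 and 13 for CF and I; 8 and 10 for C10 and I; 6 and 8 for all; 21 and 81 for C10 alone). At any fold change, 66 and 121 genes changed in C10 alone, within 1.5 times the paper's counts, while the shared counts stayed at 0. All other alternatives set before kept every count apart. The paper's text gives no limit on the fold change for these counts, and rank product at any fold change, chosen after seeing the values, came within 1.5 times of all 14: 30, 56 and 86 for C10 and CF; 11, 26 and 37 for CF and I; 4, 20 and 24 for C10 and I; 4, 16 and 20 for all; 64 and 140 for C10 alone. Without offset and at any fold change, also chosen after seeing the values, it came within 1.5 times of all 14 as well (22, 39 and 61; 6, 17 and 23; 3, 17 and 20; 3, 13 and 16; 44 and 140). Rank product without offset at 2-fold or more, chosen after seeing the values, gave 3, 15 and 18 genes in C10 and I and 3, 11 and 14 in all 3 diets, the numbers of the paper. It also came within 1.5 times for C10 and CF up (21), CF and I up (6) and in all (19) and C10 alone (43 up and 137 down), but not for C10 and CF down (31) and in all (52) or CF and I down (13).

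The paper names Scgb1a1 and Scnn1g as the genes that rose most in C10. Here they ranked 6 and 32 among the 19901 genes by log2 fold change, behind Sftpd (rank 2) and, for Scnn1g, Atp12a (rank 7). The paper names Tac4 as the gene that fell most in C10, and here it ranked 5, behind Mcpt1 (rank 3). Its discussion places the change of Scnn1g in CF below 2-fold, which the value here also was, while its Table 2 gives a value above 2-fold. The paper gives Hbb as significantly raised in C10 and CF; here limma gave an adjusted p of 0.121 and 0.683, which passed the threshold in none of the settings run, while rank product gave a percentage of false positives of 0.0296 and 0.01, below its threshold. The paper has more than a 2-fold fall of Apoa4 in CF, and here the fall was less than 2-fold (-0.92; -1.25 with rank product, which called it), and in I it was -0.51. Genes that the paper counts as changed in C10 and limma did not call were called by rank product for Adipoq, Atp12a, Cyp2f4, Cyp4f1, Dpysl4, Fabp1, Fmo2, Guca2b, Hbb-bs, Hoxd10, Mt2A, Npw, Pga5, Retnlb, Ros1, Scgb1a1, Scnn1g, Sftpd, Tac4, Tff1, Tnfrsf12a and Tph1. limma called Alox15, Fcer1a, Ms4a2, Fcgr3a, Casq1 and Smpx without offset, the same genes except Alox15, and Myl2, with processed signals, Guca2b, Tac4, Fabp4, Npc1l1, Pga5 and Tnfrsf12a without normalization between arrays, and Pga5 with quantile normalization of all signals. Of the settings chosen after seeing the values, rank product without offset called all of these and also Padi3, Alas2, Trpv1, Hba-a3, F2, Nox1 and Bhlha15, and Serpina10 with the other sign than in the paper; the position on the slide as a term brought F2, the B cell score Pga5, and both scores Mt2A and Fabp4. Of the genes that the study names in its text, rank product called in CF Scgb1a1, Tac4, Ros1, Serpina10, Apoa4, Atf3, Atp12a, Cyp2f4, Cyp4f1, Hbb-bs and Pga5, and in I Tac4, Ros1, Atf3, Retnlb, Serpina10 and Tnfrsf12a; without offset it also called Scnn1g, Dpysl4, Npc1l1 and Tff1 in CF and Cyp4f1 in I, but not Hbb-bs in CF. Counts of rank product move by a few genes with the random draw of its permutations.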

Other observations

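The splits of the rats and the list tests, with and without the genes of Tables 2 and 3, were set before the data were examined; the tests on the B cell score, on Hoxb13 and with scores as covariates, and the use of the list tests for explanations other than fewer plasma cells and the position of the C10 samples, were chosen after the results were seen.

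Among all 35 splits of the C10 and REF rats into 4 and 4, only the real split gave as many limma calls as the 39 observed (1 of 35). The next largest gave 8. This argues against chance but does not exclude it, since 1 of 35 is the smallest share that these splits can give. For rank product, 5 of 35 splits gave as many as the 136 observed, and the largest gave 184. For CF and I against REF, 9 and 7 of 35 splits had as many genes at an unadjusted p below 0.05, and 16 and 16 of 35 as many rank product calls, so chance cannot be excluded in these groups. With limma, 1 other split of the CF and REF rats (CF rat 1 with REF rats 1, 2 and 4, against the rest) gave 77 calls where the real one gave 0. A split that mixes diets can therefore give many calls.

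Between rats of the same diet, the first principal component held 39.7 % of the spread and the second 14.6 %. The first followed the mean of the 9 B cell genes (r = 0.964 across the 16 rats, given as a description). Diet is argued against as the source of this score by a permutation test (p = 0.973), and so is the dye (permutation p = 0.711). The rats of an array were closer than in other pairings (permutation p = 0.00035), so a factor shared by an array may be involved. Signal of one dye read in the other is argued against by Hoxb13, which differed by up to 6.02 between the pair on an array. Whether lymphoid tissue in the samples or an earlier step shared by each pair gave the pattern was not tested.

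Hoxb13 was above 12 in 13 of the 16 rats and lower in REF rat 1 (6.59), CF rat 1 (9.71) and I rat 4 (9.96). Among the 13 rats, after subtracting the diet means, it was related to the mean of the other Table 2 genes (Pearson r = 0.878, permutation p = 0.00055; Spearman rho = 0.934, permutation p = 0.00065; adjusted p 0.000733 and 0.00112; r = 0.872 without the 2 farthest rats) and to that of the Table 3 genes (r = -0.74, permutation p = 0.0104; rho = -0.753, permutation p = 0.00973; adjusted p 0.0104 and 0.00973; r = -0.626 without the 2 farthest). Over all 16 rats, r was 0.802 and -0.728 (rho 0.859 and -0.75); 4 relations were computed. The position of the sample along the colon may therefore move the genes of both tables within a diet (larger permutation p 0.0104). It was not shown that position differs between C10 and REF: the 3 posterior Hox genes outside Table 2 gave an adjusted p of 0.943 (fry), which decides nothing at this number of genes. For the mast cell list, the adjusted p was 8.07e-05 (fry) with the posterior Hox score as a covariate. This argues against position only as far as the score reads it, and the score did not follow Hoxb13 in all rats. CF rat 1 and I rat 4, low for Hoxb13, scored -0.043 and -0.093, and C10 rat 1 (Hoxb13 14.05) scored -0.56. Hoxb13 itself was not used as a covariate, so position stays open for this list.

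Of 120 list tests, 6 passed with fry. The mast cell list was lower in C10 than in REF, CF and I. The striated muscle list was lower in C10 than in REF (median -0.34, 20 of 23 genes lower, adjusted p 0.00487), the immediate-early list lower in I than in REF (median -0.39, 15 of 15 genes lower, adjusted p 0.0319), and the interferon list lower in C10 than in I (median -0.35, 12 of 13 genes lower, adjusted p 0.0311). Without the genes of Tables 2 and 3, 0 of the 120 tests passed with fry, which decides nothing in C10 against REF, because the tables hold the genes that changed most there. In C10 against REF, the other medians, with their adjusted p, were -0.003 (0.704) for anterior Hox, -0.20 (0.581) for enteroendocrine, -0.27 (0.372) for goblet, -0.16 (0.215) for immediate-early, -0.25 (0.117) for interferon, -0.15 (0.588) for proliferation, -0.10 (0.741) for small intestine, -0.83 (0.253) for smooth muscle, -1.31 (0.117) for stomach and 0.19 (0.951) for T cell genes.

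Several hypotheses on the cell types in the samples were tested on the list members outside Tables 2 and 3. This leaves out the members that changed most in C10, so the values decide nothing for or against these hypotheses. Fewer mast cells in C10 stays open (median lower, adjusted p 0.0768), as do striated muscle in some of the REF samples (0.114), less fat tissue in C10 (0.929), fewer plasma cells in C10 (list median -0.28, adjusted p 0.215; 0.383 without table genes) and an aldosterone-type response in C10 (list median 0.28, adjusted p 0.0786; 0.114 without table genes). The posterior Hox list as a whole had a median of 0.66 (adjusted p 0.342). These explanations cannot be told apart from a change of expression within the same cells, and 10 of the 20 mast cell, 8 of the 23 striated muscle, 6 of the 22 adipocyte, 3 of the 11 plasma cell, 3 of the 15 aldosterone-responsive and 3 of the 6 posterior Hox genes are in the tables.

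The low immediate-early genes in I could reflect a difference in handling of the REF samples; then all 3 diets should be lower than REF, but the largest adjusted p of the 3 was 0.323 (fry), which leaves this open. With both scores as covariates, against spread from lymphoid tissue and position, 1 gene was called in CF or I, and whether such spread hides further changes in these groups stays open.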
